# Single-cell RNA sequencing to dissect the immunological network of liver fibrosis in *Schistosoma japonicum*-infected mice

**DOI:** 10.3389/fimmu.2022.980872

**Published:** 2022-12-22

**Authors:** Yu Zhang, Junhui Li, Hao Li, Jie Jiang, Chen Guo, Chen Zhou, Zhaoqin Zhou, Yingzi Ming

**Keywords:** *Schistosomiasis japonica*, hepatic fibrosis, single-cell RNA sequencing (scRNAseq), landscape, immune cells

## Abstract

**Introduction:**

Liver fibrosis is a poor outcome of patients with schistosomiasis, impacting the quality of life and even survival. Eggs deposited in the liver were the main pathogenic factors of hepatic fibrosis in Schistosomiasis japonica. However, the mechanism of hepatic fibrosis in schistosomiasis remains not well defined and there is no effective measure to prevent and treat schistosome-induced hepatic fibrosis.

**Methods:**

In this study, we applied single-cell sequencing to primarily explore the mechanism of hepatic fibrosis in murine schistosomiasis japonica (n=1) and normal mouse was served as control (n=1).

**Results:**

A total of 10,403 cells were included in our analysis and grouped into 18 major cell clusters. Th2 cells and NKT cells were obviously increased and there was a close communication between NKT cells and FASLG signaling pathway. Flow cytometry analysis indicated that the expression of Fasl in NKT cells, CD8+ T cell and NK cell were higher in SJ groups. *Arg1*, *Retnla* and *Chil3*, marker genes of alternatively activated macrophages (M2), were mainly expressed in mononuclear phagocyte(1) (MP(1)), suggesting that Kupffer cells might undergo M2-like polarization in fibrotic liver of schistosomiasis. CXCL and CCL signaling pathway analysis with CellChat showed that Cxcl16-Cxcr6, Ccl6-Ccr2 and Ccl5-Ccr5 were the most dominant L−R and there were close interactions between T cells and MPs.

**Conclusion:**

Our research profiled a preliminary immunological network of hepatic fibrosis in murine schistosomiasis japonica, which might contribute to a better understanding of the mechanisms of liver fibrosis in schistosomiasis. NKT cells and CXCL and CCL signaling pathway such as Cxcl16-Cxcr6, Ccl6-Ccr2 and Ccl5-Ccr5 might be potential targets to alleviate hepatic fibrosis of schistosomiasis.

## Introduction

Schistosomiasis, a neglected tropical disease, is caused by infection with worms of the trematode genus *Schistosoma* and affects over 200 million people (1). Three species, *Schistosoma mansoni*, *S. haematobium* and *S. japonicum* are the main disease-causing species. *Schistosoma mansoni* and *Schistosoma japonicum* cause hepatointestinal disease, while *Schistosoma haematobium* is involved in lesions of urologic system (2). Schistosome eggs trapped in host tissues are the main pathogenic factor of schistosomiasis and the host reactions to *S. japonicum* eggs induce formation of granulomas and hepatic fibrosis, which lead to portal hypertension and is the primary cause of morbidity and mortality for schistosomiasis (3).

Schistosome-associated hepatic fibrosis is an immunopathogenic disorder, causing activation of the hepatic stellate cells (HSC) and excessive deposition of extracellular matrix (ECM) components (4, 5). The interactions are complex and diverse between Schistosome-associated hepatic fibrosis and immune cells. Egg antigens promote strongly Th2-mediated inflammatory reactions, which produce a large amount of Th2 cytokines including interleukin (IL)-4, IL-5 and IL-13 and suppresses Th1-mediated response (6). IL-13, a profibrotic cytokines, is capable of directly driving HSC activation through TGF-β-independent signal. Recent studies also demonstrated that Tfh cells, Th17 cell and Th9 cells promote granulomatous inflammation and hepatic fibrosis in schistosomiasis (7–9). Meanwhile, Treg cell, an important regulator, can prevent excessive immunopathogenic response during the development of schistosomiasis, which exhibited a potential role to suppress schistosome‐associated liver fibrosis (10). Macrophages are conventionally classified as classically activated macrophages (M1) and alternatively activated macrophages (M2) (11). After induced by eggs, resident macrophages secrete inflammatory cytokines and chemokines to stimulate the influx of lymphocytes, neutrophils, and monocytes, which initiates granulomatous inflammation (12). And Th2-type cytokines(IL-4 and IL-13) promote M2 polarization, which induce the expression of arginase-1 (Arg-1), Ym-1, and Fizz-1 (13). Arg1-expressing macrophages exhibit anti-fibrotic activity following *S. mansoni* infection through rapid metabolism of L-arginine, a substrate required during the proliferation of lymphocytes (14). Liver sinusoidal endothelial cells (LSECs), presenting antigen and facilitating the adhesion of leukocytes and lymphocytes, might also participate in progression of hepatic fibrosis in schistosomiasis (5, 15). Various cells participate in complex pathogenetic mechanisms of schistosome‐associated liver fibrosis. However, there is no available drugs to prevent the progression or alleviate schistosome-associated hepatic fibrosis, as praziquantel is still the only effective drug being used to treat adult worms of schistosome (16). A better understanding of pathogenesis could lead to improved resolution of schistosome‐associated liver fibrosis.

Single cell RNA-sequencing analyzing the transcriptomes of individual cells is a powerful technology to investigate cellular heterogeneity, which promote advances in disease research (17–21). To better understand the mechanism of schistosomiasis liver fibrosis, we performed single-cell sequencing on fibrotic liver of murine schistosomiasis japonica and verified with RT-PCR and flow cytometry. Revealing the features of immune cells in schistosome‐associated liver fibrosis will help to further clarify the pathogenesis and identify potential targets for treatment of hepatic fibrosis in schistosomiasis.

## Methods

### Hepatic fibrosis mice model of *Schistosomiasis japonica*

Male C57BL/6 mice (6 weeks old) were purchased from Hunan Slack Jingda Experimental Animal Company. Mice with free accessed to food and water were housed under specific-pathogen–free conditions at the Experimental Animal Center of Central South University. The protocols for the animal experiments were approved by the local ethics committee for the use of animals at Central South University (Changsha, China). S. japonicum-infected Oncomelania hupensis snails was provided by Hunan Provincial Institute of Parasitic Diseases in China. After inducing the release of cercariae, mice subsequently infected percutaneously with 25 ± 2 freshly shed cercaria. At day 35 post-infection, the mice were treated with praziquantel (500 mg/kg, once per day for 2 days) using intragastric gavage (22). The mice were sacrificed until week 11 after infection.

### Liver dissociation and preparation

The livers obtained from fibrotic liver of S. japonicum-induced mouse and healthy liver of normal mouse. The fresh tissues were stored in the sCelLive™ Tissue Preservation Solution (Singleron) on ice as quickly as possible. After washed with Hanks Balanced Salt Solution (HBSS) for three times, the specimens were minced into small pieces. To dissociated into single-cell suspensions, the specimens then digested with 3 mL sCelLive™ Tissue Dissociation Solution (Singleron) by Singleron PythoN™ Tissue Dissociation System at 37°C for 15 min. After filtered through a 40-micron sterile strainer, the cell was added the GEXSCOPE^®^ red blood cell lysis buffer (RCLB, Singleron), which was incubated at room temperature for 5-8 min to remove red blood cells. Centrifugation was performed at 300 × g 4°C for 5 mins to remove supernatant and single cells were resuspended softly in PBS. Finally, the cell viability was evaluated microscopically through staining with Trypan Blue.

### RT & amplification & library construction

Single-cell suspensions (2×10^5^ cells/mL) with PBS (HyClone) were loaded onto microwell chip using the Singleron Matrix^®^ Single Cell Processing System. Barcoding Beads are subsequently collected from the microwell chip, followed by reverse transcription of the mRNA captured by the Barcoding Beads and to obtain cDNA, and PCR amplification. The amplified cDNA is then fragmented and ligated with sequencing adapters. The scRNA-seq libraries were constructed according to the protocol of the GEXSCOPE^®^ Single Cell RNA Library Kits (Singleron) (23). Individual libraries were diluted to 4 nM, pooled, and sequenced on Illumina novaseq 6000 with 150 bp paired end reads.

### Primary analysis of raw read data

Raw reads from scRNA-seq were processed to generate gene expression matrixes using CeleScope (https://github.com/singleron-RD/CeleScope) v1.9.0 pipeline. Briefly, raw reads were first processed with CeleScope to remove low quality reads with Cutadapt v1.17 to trim poly-A tail and adapter sequences (24). Cell barcode and UMI were extracted. After that, we used STAR v2.6.1a to map reads to the reference genome GRCm38 (ensembl version 92 annotation) (24). UMI counts and gene counts of each cell were acquired with featureCounts v2.0.1 software, and used to generate expression matrix files for subsequent analysis (25).

### scRNA-seq quantifications and analysis

RNA-Sequencing data were analyzed such as cell type identification and clustering analysis with the Seurat program (https://satijalab.org/seurat/) (26, 27).Unique molecular identifier (UMI) count tables were loaded into R (R version 4.0.2) using the read.table function. To identify differentially expressed genes (DEGs), we used the Seurat FindMarkers function based on Wilcox likelihood-ratio test with default parameters, and selected the genes expressed in more than 10% of the cells in a cluster and with an average log(Fold Change) value greater than 0.25 as DEGs. KEGG functional enrichment analysis was performed on DEGs to reveal pathways that were significantly associated with the genes specifically expressed (28). The cell-cell interaction analysis was performed by CellChat based on known the interactions between signaling ligands, receptors, and their cofactors (29). Upon inferring the intercellular communication network, CellChat provides functionality for further data exploration, analysis, and visualization.

### RNA extraction and RT-PCR assays

According to the manufacturer’s instruction, total RNA was extracted using SteadyPure Quick RNA Extraction Kit (Accurate biology, China). Real-time polymerase chain reaction (RT-PCR) was performed on the Roche LightCycler^®^ 480 II using gene-specific primers and Universal SYBR Green Master Mix (ABdonal, China). Relative mRNA ratio was used to analyze the data and GAPDH was used as the internal reference. The primer sequence was presented in **Supplementary Table 1**.

### Flow cytometry

After obtain single cells of perfused liver, the cells were incubated with Fixable Viability Dye(BioLegend, San Diego, CA, USA) to distinguish between dead and living cells. After application of the FcR Blocking Reagent (Miltenyi Biotec, Bergisch Gladbach, Germany), single-cell suspensions were stained with the following fluorochrome-conjugated antibodies including CD45-Super bright 600 (eBioscience, San Diego, CA, USA), CD3-FITC, CD4-PerCP-Cy5.5, CD8-PE-Cy7, NK1.1-BV421, CD19-APC-Cy7 and FasL-APC (the rest of antibodies were BioLegend). Flow cytometry was performed using a BD FACS Canto II, and the results were analyzed using FlowJo 10.4 software (Tree Star, Ashland, OR, USA).

### Statistical analysis

The significance level was tested by unpaired t test and all the data are expressed as the means ± s.d. P-values < 0.05 were considered statistically significant. The calculations were performed using GraphPad Prism software package 8.0 (GraphPad Prism, San Diego, CA, USA).

## Results

### Single-cell RNA sequencing and atlas of *Schistosoma japonicum*‐associated liver fibrosis

We constructed *S. japonicum*-induced mouse models for hepatic fibrosis and mouse livers were obtained at week 11 after *S. japonicum* infection. 

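Liver cells were taken from 1 male C57BL/6 mouse infected through the skin with 25 ± 2 cercariae of S. japonicum and from 1 normal mouse. The infected mouse received praziquantel, a drug that kills the adult worms, at 500 mg/kg on each of 2 days from day 35, and its liver was taken at week 11 after infection. Each group therefore held 1 animal and 1 library, and no test between the groups was possible. The GEXSCOPE libraries carry a barcode for each cell and a unique molecular identifier (UMI) for each captured mRNA molecule. The authors trimmed the reads with Cutadapt, mapped them to GRCm38 with STAR and counted UMIs per gene and cell with featureCounts in the CeleScope pipeline. The deposited values were these UMI counts, without normalization. The HC library held 22040076 UMIs on 5942 barcodes, and the SJ library held 22589065 UMIs on 4637 barcodes. The shallowest barcode had 2044 UMIs in HC and 2079 UMIs in SJ. How cells were called is not stated in the paper's text.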

Single cells were dissociated from a fibrotic liver of *S. japonicum*-infected mouse(SJ, n=1) and a normal mouse was served as control(HC, n=1). After single cells were subjected to single-cell sequencing, we performed further biological analysis on the resultant data(**Figure 1A**). 

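From the counts, cells were filtered and clustered with Seurat 5.3.0 at the settings that the paper states for all cells, with both libraries joined and not integrated. UMIs of a gene were summed over the cells of a class in each library and divided by all UMIs of those cells, and shown as counts per 1000000 UMIs (CPM). A CPM has an exact Poisson 95% interval, and a share of cells has an exact Clopper-Pearson 95% interval. Both intervals cover counting error only and leave out the variation between mice. The interval of a CPM also leaves out the clumping of UMIs in single cells. A gene with 0 UMIs in a library was given a floor of 3 UMIs before a ratio was taken. To compare shares of cells with a UMI between libraries of different depth, each cell was thinned to 1000 UMIs, which left out no cell. Doublets were sought with Scrublet in each library. It called 1 of 5824 HC cells and 11 of 4579 SJ cells, so its calls were not used and no cell was removed as a doublet.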

After performing quality control analyses, we filtered out cells with unique feature counts < 200 or > 10 000, and included cells containing less than 25% of mitochondrial genes. 

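In the HC library, 2 barcodes had under 200 genes and 116 barcodes had 25% or more of their UMIs on mitochondrial genes. In the SJ library, 0 barcodes had under 200 genes and 58 barcodes failed the mitochondrial filter. The count of barcodes over 10000 genes was 0 in both libraries. After the filter, the median share of mitochondrial UMIs per cell was 1.04% in HC and 0.777% in SJ. The median number of genes per cell was 1549.0 in HC and 1771.0 in SJ.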

Further analysis was conducted on a total of 10,403 cells including 5824 cells from normal liver and 4579 cells from fibrotic livers. 

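The HC cells carried 21663308 UMIs in total, with a median of 3003.5 UMIs per cell and a range from 2044 to 31555. The SJ cells carried 22324692 UMIs, with a median of 3793.0 per cell and a range from 2079 to 59435. Of the 25469 genes over both libraries, 22543 were listed for HC and 23636 for SJ, because a gene without a UMI in a library is left out of its list.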

Principal component analysis (PCA) was subjected on the top 4,000 variable genes, and the first 15 Principal Components (PCs) were used to calculate clusters with a resolution of 0.3 for clustering analysis, using the Seurat function “FindClusters”. 

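At the stated settings the joined cells fell into 19 clusters, numbered here from 0 by size. The number lay between 15 at resolution 0.1 and 22 at resolution 0.6. Most of the large clusters came almost wholly from 1 library. Cluster 0 took 1919 of its 1923 cells from HC, cluster 1 took 1360 of 1373 cells from SJ, and cluster 3 took 901 of 902 cells from SJ. With 1 library per group, a cluster of this kind can reflect the library as well as a cell type.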

The tSNE plot showed 18 major cell clusters and also presented the distribution of different group(*S. japonicum*-infected mouse SJ, health control mouse HC) (**Figure 1B**). 

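Clusters were assigned to classes by lists of marker genes. Clusters 1 and 6 were T-like, with Il7r, Gata3 and Cd3g among the leading genes of cluster 1 and Pclaf, Top2a and Trbc2 among those of cluster 6. Clusters 0, 3, 14 and 16 were macrophage-like. Marco, Timd4 and Cd5l led cluster 0, Fcgr4, Clec4f and Vcam1 were among the genes that led cluster 3, Prg4, Alox15 and Retnla were among those of cluster 14, and Ccl8, Ccl7 and Cxcl9 led cluster 16. Cluster 5, led by Ly6i, Cxcl9 and Ccr2, scored highest for dendritic cells. Cluster 4 was led by Siglech and Ppbp, and cluster 9 by Mpo and Elane. These 2 clusters scored highest for plasmacytoid dendritic cells and for basophils and were counted with the mononuclear phagocytes and dendritic cells (MP and DC), so shares of that class are given with and without them. Clusters 10 and 11 were plasma cell-like and B cell-like, clusters 2 and 13 hepatocyte-like, cluster 7 endothelial-like, cluster 8 cholangiocyte-like, clusters 15 and 18 neutrophil-like, and cluster 17 was formed by red blood cells. Cluster 12, with Dcn, Col3a1, Upk3b and Msln among its leading genes, scored highest for hepatic stellate cells.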

We annotated all of clusters according violin plots of the marker genes and identified mononuclear phagocytes (MP, 6 cell clusters, Cd68+Cd79a-CD3d- and Cd14+Cd79a-CD3d-), T cells (2 cell clusters, Cd3d+Cd68-Cd14-Cd79a-), B cells (2 cell clusters, Cd79a+CD3d-CD68-CD14- and Ms4a1+CD3d-CD68-CD14-), neutrophils (1 cell clusters, Cxcr2+Cd3d-Cd68-Cd79a-), hepatic stellate cell (1 cell clusters, Col3a1+Col1a2+Clec4g-Epcam-), endothelial cell (1 cell clusters, Clec4g+Col3a1-Col1a2-Epcam-), cholangiocyte (1 cell clusters, Epcam+Clec4g-Col3a1-Col1a2-), hepatocyte(2 cell clusters, Tat+Epcam-Clec4g-Hbb-bt-), red cell (1 cell clusters, Hbb-bt+Tat-Epcam-Clec4g-) and Double cell (1 cell clusters, Cd3d+Cd14+Cd68+Tat+Ms4a1) (**Figures 1C, D**). 

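T and NK cells made up 7.45% of the HC cells (434 of 5824, 95% interval 6.79 to 8.16) and 35.0% of the SJ cells (1603 of 4579, 33.6 to 36.4). The difference was 27.6 percentage points, and the alternative that moved it most, a gate on the UMIs of marker genes in each cell in place of clusters, gave 17.4. Different clusters held most of this class, cluster 6 with 421 of the HC cells and cluster 1 with 1360 of the SJ cells. MP and DC cells made up 52.1% of the HC cells (50.8 to 53.4) and 40.7% of the SJ cells (39.3 to 42.1). Without clusters 4 and 9 this order turned around, with 34.6% in HC (33.4 to 35.8) and 37.5% in SJ (36.1 to 38.9). Cluster 0 held 1919 of the HC cells of this class, and clusters 3 and 5 held 901 and 682 of its SJ cells. B and plasma cells accounted for 4.28% in HC (3.77 to 4.83) and 11.4% in SJ (10.5 to 12.4), mostly from cluster 10 in HC with 202 cells and from cluster 11 in SJ with 329 cells. Hepatocytes accounted for 16.9% in HC (16.0 to 17.9) and 6.07% in SJ (5.397 to 6.802), with 902 HC cells in cluster 2 and 202 SJ cells in cluster 13. Endothelial cells fell from 7.40% (6.74 to 8.10) to 1.59% (1.25 to 2.00).

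**Figure D1:**
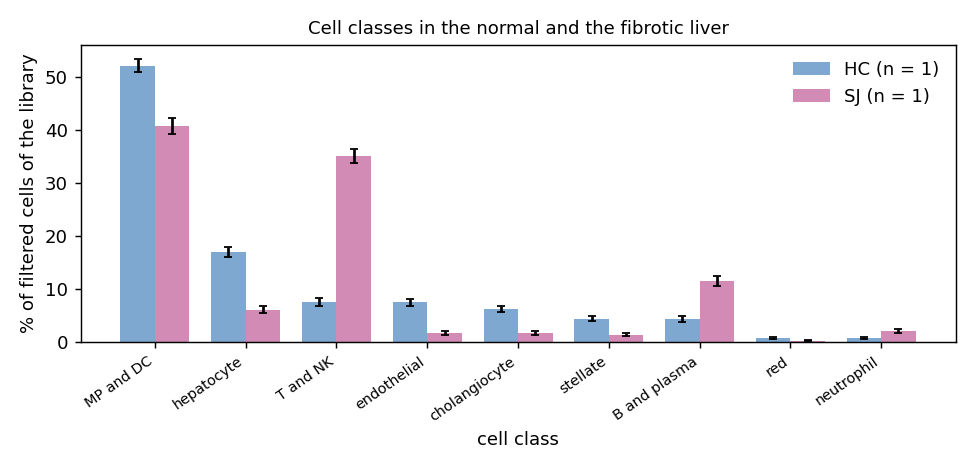
Percentage of the filtered cells of each library in each cell class, with 1 bar for the normal mouse (HC) and 1 for the infected mouse (SJ), and error bars for the exact 95% binomial interval. The T and NK class rises from 7.45% to 35.0% of cells, while the MP and DC class, clusters 4 and 9 included, goes from 52.1% to 40.7%.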

There was obvious difference between SJ group and HC group according to the percentage of different clusters. 

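Cluster 1, T-like, held 29.7% of the SJ cells (28.4 to 31.0) and 0.223% of the HC cells. Cluster 3, macrophage-like, held 19.7% of the SJ cells (18.5 to 20.9) and 0.0172% of the HC cells. Cluster 5, led by Ly6i and Cxcl9, held 14.9% of the SJ cells (13.9 to 16.0) and 0.206% of the HC cells. On the other side, cluster 0, macrophage-like, held 32.95% of the HC cells (31.7 to 34.2) and 0.0874% of the SJ cells. Cluster 4, led by Siglech, held 11.7% of the HC cells (10.9 to 12.5) and 1.55% of the SJ cells. Cluster 2, hepatocyte-like, held 15.5% of the HC cells (14.6 to 16.4) and 1.66% of the SJ cells.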

The clusters of SJ group were composed predominantly of T cell-1,MP-2 and MP-4, while MP-1, MP-3 and Hepatocyte-1 dominated in HC group (**Figure 1E**).

**Figure 1:**
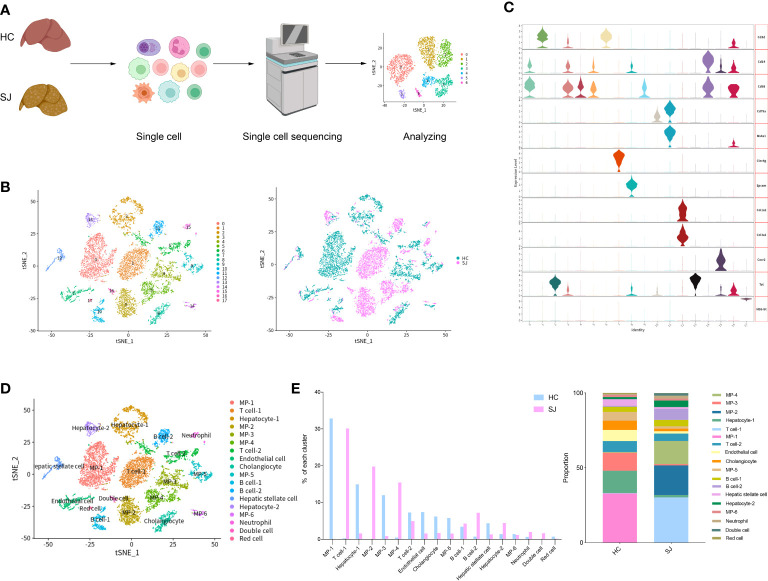
Overview of the 10,403 single cells isolated from liver of S. japonicum-induced mouse and normal mouse. **(A)** The flowchart of our study including grouping, dissociating into single cell, sequencing and analyzing. **(B)** tSNE plot of different clusters and two groups [S. japonicum-induced mouse (SJ, n=1), health control mouse (HC, n=1)]. **(C)** Expression of marker genes in different clusters. **(D)** tSNE plot of annotation clusters. **(E)** The percentage change tendency of each cell cluster in two groups.

### Increased Th2 cells and NKT cells in fibrotic liver of *Schistosomiasis japonica*

We detected 2,045 T cells which were clustered into 6 main clusters and tSNE plot showed that there were great differences in distribution between SJ group and HC group (**Figure 2A**). 

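Clustered alone at the settings used for all cells, the 2037 T and NK cells formed 6 sub-clusters. The paper's text names no separate settings for its sub-clusters. Each sub-cluster was matched to a cluster of the paper by a gene that the paper shows as defining it, such as Prf1 for T(5), Cd4 for T(4), Mki67 for T(2) and Lef1 for T(1). T(3) and T(0) were the largest of the rest with most cells from HC and from SJ. A matched sub-cluster is called here a match, and the gene used for a match gives no value of its own. The T(4) match held 508 cells, the T(1) match 415, the T(2) match 387, the T(0) match 331, the T(3) match 212 and the T(5) match 184. The leading genes of the T(3) match were Saa2, Mup11 and other hepatocyte genes, so it was not named as a cell type. Klra8, Ncr1 and Klre1 were among the leading genes of the T(5) match.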

The heatmap showed the top 10 DEGs of each T cells cluster (**Figure 2B**). 

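The gene Cd3d (ENSMUSG00000032094, chromosome 9, 44981786 to 44987339) in GRCm38 encodes a chain of the T-cell receptor complex. Its CPM, with the 95% interval in parentheses, was 844 (786 to 905) in the T(0) match, 742 (697 to 789.9) in the T(1) match, 606 (572 to 641) in the T(2) match, 771 (699 to 847) in the T(3) match, 709 (666 to 753) in the T(4) match and 402 (349.9 to 459.9) in the T(5) match. The interval of the T(5) match lay below the other 5. After thinning, 48.8% of the HC T and NK cells and 46.8% of the SJ T and NK cells had a Cd3d UMI, against 77.0% and 78.7% without thinning. In MP and DC cells, which should lack the gene, the thinned shares were 3.43% in HC and 6.28% in SJ. The median depth was 2585.5 UMIs per HC T and NK cell and 2811 per SJ T and NK cell, against 2962 and 5018 in MP and DC cells.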

All clusters expressed Cd3d, which was the classical marker gene of T cells. 

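For Cd8a (ENSMUSG00000053977, chromosome 6, 71373427 to 71379173), the CPM was 1071 (1005 to 1139.6) in the T(0) match, 386 (353 to 421) in the T(1) match and 373 (347 to 401) in the T(2) match. It was 283 (239.7 to 332) in the T(5) match, 164 (132 to 201) in the T(3) match and 48.3 (37.7 to 61.0) in the T(4) match. Over all T and NK cells, Cd8a had 194 CPM in HC and 418 CPM in SJ, a log2 ratio of 1.11 (0.92 to 1.31). The alternative that moved this ratio most, the marker gate, gave 1.67. The median log2 ratio over all genes of T and NK cells was 0.04, and 0.13 under the gate. Cd4 (ENSMUSG00000023274, chromosome 6, 124864692 to 124888221) had 74.3 CPM in HC and 102 CPM in SJ, a log2 ratio of 0.45 (0.14 to 0.79).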

*Cd8a*, a marker gene of cytotoxic T cells, was presented in T(0), T(1) and T(2) and *Cd4*, a helper T-cell marker, was predominantly expressed in T(4). *Gata3* and *Il4* were also mainly detected in T(4), while *Prf1* was presented in T(5) (**Figure 2C**). 

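The T(4) match had a Gata3 CPM of 540.4 (503 to 579), and the other 5 sub-clusters had 84.6 to 144 CPM. It held 63.9% of the 1235 Gata3 UMIs of the SJ T and NK cells, with 30.6% of the cells. The gene Gata3 (ENSMUSG00000015619, chromosome 2, 9857078 to 9890034) encodes a transcription factor of Th2 cells. Il4 (ENSMUSG00000000869, chromosome 11, 53602982 to 53618669) had 138 (119.8 to 159) CPM in the T(4) match, 72.0 (51.5 to 98.1) CPM in the T(3) match and 16.7 (11.5 to 23.5) CPM in the T(2) match, and 85.6% of its 236 SJ UMIs lay in the T(4) match. No Il4 UMI was found in the T(5) match, which leaves an upper bound of 6.96 CPM. Over the whole class, the log2 ratio of SJ to HC was 0.98 (0.73 to 1.24) for Gata3 and -0.02 (-0.45 to 0.43) for Il4, so the Il4 level per UMI did not differ beyond counting error. In sums over thinned cells Il4 had 0.48 (-0.36 to 1.42), which also spans 0. The share of cells with a Gata3 UMI, thinned, was 8.76% in HC and 15.3% in SJ (24.0% and 32.3% unthinned). In MP and DC cells it was 0.528% and 1.40%. Prf1 (ENSMUSG00000037202, chromosome 10, 61297833 to 61304680), which served to match T(5), had a log2 ratio of 0.80 (0.45 to 1.16) over all T and NK cells.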

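Of the 1603 SJ T and NK cells, 20.6% (18.6 to 22.6) lay in the T(0) match, 25.1% (23.0 to 27.3) in the T(1) match, 11.4% (9.84 to 13.0) in the T(2) match and 1.06% (0.619 to 1.69) in the T(3) match. Of the 434 HC cells, 47.2% (42.5 to 52.1) lay in the T(2) match and 44.9% (40.2 to 49.7) in the T(3) match. The T(0) match held 0.230% and the T(1) match 2.77% of the HC cells. With both libraries aligned by CCA integration before clustering, the T(3) match held 6.22% of the HC cells and 0.998% of the SJ cells, and the T(2) match 40.3% and 14.6%.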

The SJ group was mainly consisted of T(0), T(1), T(2), T(4) and T(5), while the HC group was mostly comprised of T(2) and T(3). It was apparent that T(4) and T(5) were only existed in the SJ group (**Figure 2D**). 

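The T(4) match took 491 cells from SJ and 17 from HC. These were 30.6% (28.4 to 33.0) of the SJ T and NK cells and 3.92% (2.30 to 6.20) of the HC T and NK cells. The T(5) match took 180 cells from SJ and 4 from HC, or 11.2% and 0.922% (0.252 to 2.34). The integrated clusters gave other values. They placed 7.30% of the SJ cells and 0.461% of the HC cells in the T(4) match, so the difference between the groups fell from 26.7 to 6.84 percentage points. For the T(5) match, they placed 10.5% of the SJ cells and 5.30% of the HC cells, and the difference went from 10.3 to 5.18 percentage points.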

KEGG pathway analysis was performed and the DEGs between T(5) and other T cell subsets were associated to natural killer cell-mediated cytotoxicity and chemokine signaling pathway (**Figure 2E**).

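KEGG gene sets were not used, and 2 lists of genes written by hand from the pathways stood in for them. For each gene the CPM in the T(5) match was divided by that in all other T and NK cells, and the median of a list was ranked among 10000 random lists of the same size and similar CPM. The 17 genes of natural killer cell-mediated cytotoxicity had a median log2 ratio of 2.26, higher than in every random list, and 15 of them were higher in the T(5) match. The list includes Prf1, the gene that picked this sub-cluster. The 14 genes of chemokine signaling had a median log2 ratio of 0.59, also higher than in every random list, and 9 of them were higher. The median over the 10444 genes compared was -0.02.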

**Figure 2:**
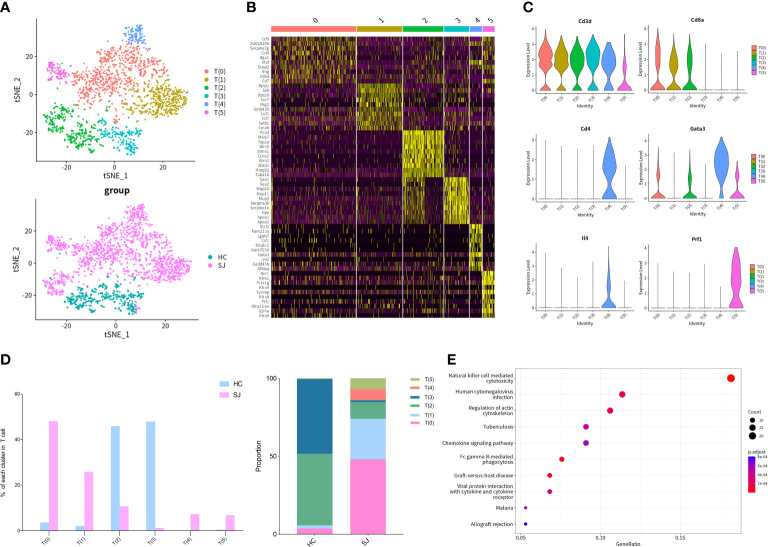
Th2 cells and NKT cells in fibrotic liver of schistosomiasis japonica. **(A)** tSNE plots of the 2,045 T cells for six clusters and two groups. **(B)** Heatmap of T cells for the top 10 DEGs of each cluster. **(C)** Violin plots of genes in each T cell cluster. **(D)** The percentage change tendency and contribution of each T cell cluster in two groups. **(E)** Bubble plots of KEGG pathway enrichment DEGs between T(5) and other T subsets.

### M2-like polarization of macrophages in fibrotic liver of *Schistosomiasis japonica*

We detected 4,846 mononuclear phagocytes, which were grouped into 7 clusters. tSNE plot showed that the distribution of clusters was obviously different between SJ group and HC group (**Figure 3A**). 

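The MP and DC class held 4896 cells, which formed 9 sub-clusters. Matches rested on Prg4 for MP(6), Xcr1 for MP(5), Marco among sub-clusters mostly from SJ for MP(1) and from HC for MP(0), Ccr2 for MP(3) and MP(2), and Top2a for MP(4). The MP(4) match of 322 cells was led by Mpo, Elane and Prss34 and the MP(2) match of 506 cells by Cxcr2, Retnlg and S100a8, which go against a macrophage name, so both stay unnamed. Cdk1, Tk1 and other cell-cycle genes led the MP(0) match of 675 cells. A further 2 sub-clusters had no match. The first held 1249 cells with Marco among its leading genes and 41.0% of the HC cells. The other held 206 cells, was led by Siglech, Il12b and Ccl22 and had 8.64% of the SJ cells.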

Heatmap was used to show the top 10 DEGs of each MPs cluster (**Figure 3B**). 

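Cd14 (ENSMUSG00000051439, chromosome 18, 36725067 to 36726798) had its highest CPM in the MP(6) match, at 1783 (1688 to 1882). The other matches had 141 CPM in MP(4) to 242 CPM in MP(2), apart from the MP(5) match with 19.3 (12.4 to 28.7). In the unmatched sub-cluster led by Siglech it was 48.2. Cd68 (ENSMUSG00000018774, chromosome 11, 69664213 to 69666153) had 142 CPM in the MP(5) match, the lowest, and 581 CPM in the MP(0) match, the highest of the matches. In T and NK cells, which should lack both genes, 1.68% of the SJ cells had a Cd14 UMI and 3.06% a Cd68 UMI after thinning, at the median depths given above. Among SJ MP and DC cells these thinned shares were 16.0% and 22.3%, and the unthinned ones 44.1% and 64.9%. Among HC MP and DC cells the thinned shares were 19.4% and 36.2%, and the unthinned ones 41.4% and 68.9%. The log2 ratio of SJ to HC was -0.86 (-0.93 to -0.79) for Cd68 and 0.16 (0.08 to 0.24) for Cd14, and the latter was -0.065 when every cell was thinned before the UMIs were summed.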

*Cd14* was expressed in all MPs clusters but not MP(5) and *CD68* was shown in all MPs clusters. Cd14 and CD68 are surface markers for mononuclear phagocytes. *Cd163*, *Marco*, *Timd4* and *Adgre1*, which were the markers of Kupffer cells, were predominantly expressed in MP(0), MP(1), MP(4) and MP(6) (17). 

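Of the 4 Kupffer cell genes, Cd163 (ENSMUSG00000008845, chromosome 6, 124304656 to 124330527), Timd4 (ENSMUSG00000055546, chromosome 11, 46810800 to 46844332) and Adgre1 (ENSMUSG00000004730, chromosome 17, 57358691 to 57483527) played no part in the matches. Cd163 had 1056 (1028 to 1084) CPM in the MP(1) match, 757 in the MP(0) match, 406 in the MP(6) match and 41.6 in the MP(4) match. Timd4 had 978 (942 to 1016) CPM in the MP(0) match, 583 in the MP(6) match, 509 in the MP(1) match and 19.1 in the MP(4) match. Adgre1 reached 1318 CPM in the MP(0) match, 1071 in the MP(6) match, 930.2 in the MP(1) match and 121 in the MP(4) match. The unmatched sub-cluster with most HC cells had 879, 787 and 1353 CPM of Cd163, Timd4 and Adgre1. For the MP(2), MP(3) and MP(5) matches the highest of these values was 271 CPM, for Adgre1 in MP(3). Between the groups, the log2 ratio over all MP and DC cells was -1.05 (-1.12 to -0.99) for Timd4, -0.74 (-0.78 to -0.69) for Adgre1 and -1.86 (-1.89 to -1.83) for Marco (ENSMUSG00000026390, chromosome 1, 120474538 to 120505024). For Cd163 it was 0.02 (-0.03 to 0.08), and -0.30 without clusters 4 and 9, an alternative chosen after seeing the data.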

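Cxcl9 (ENSMUSG00000029417, chromosome 5, 92321347 to 92328079) had 836 (800.5 to 874) CPM in the MP(3) match, 595 (549 to 643) CPM in the unmatched sub-cluster led by Siglech, Il12b and Ccl22, and 151 (141 to 162) CPM in the MP(1) match. The other matches had 14.0 CPM in MP(0) to 75.6 CPM in MP(5). Over all MP and DC cells, Cxcl9 rose from 21.3 CPM in HC to 342 CPM in SJ, a log2 ratio of 4.00 (3.80 to 4.21). Ccr2 (ENSMUSG00000049103, chromosome 9, 124101950 to 124113557), which helped to match MP(3) and MP(2), had 106 CPM in the MP(1) match, 939 CPM in the MP(5) match, 633 CPM in the MP(4) match, 67.6 CPM in the MP(6) match and 37.5 CPM in the MP(0) match. Its log2 ratio of SJ to HC was 1.46 (1.39 to 1.52), and 3.93 without clusters 4 and 9.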

*CCR2* was mainly expressed in MP(1), MP(2), MP(3) and MP(5) and *Cxcl9* was only shown in MP(1) and MP(3) (**Figure 3C**). MP(1) also had high expression of *Arg1*, *Retnla* and *Chil3*, which were the marker genes of alternatively activated macrophages (**Figure 3D**). 

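The M2 genes were Arg1 (ENSMUSG00000019987, chromosome 10, 24915221 to 24927484), Retnla (ENSMUSG00000061100, chromosome 16, 48842551 to 48844461) and Chil3 (ENSMUSG00000040809, chromosome 3, 106147554 to 106167564). The MP(1) match held 52.5% of the SJ MP and DC cells. It held 32.0% of the Arg1 UMIs of these cells (428 of 1339, 95% interval 29.5 to 34.5), 10.5% of the Retnla UMIs (428 of 4079, 9.57 to 11.5) and 17.0% of the Chil3 UMIs (403 of 2375, 15.5 to 18.5). The MP(6) match, with 3.01% of the cells, held 28.2% of the Arg1 UMIs and 77.5% of the Retnla UMIs. The MP(3) match, with 26.8% of the cells, held 32.9% of the Arg1 UMIs and 68.3% of the Chil3 UMIs. In CPM, Arg1 was 80.8 (73.3 to 88.8) in the MP(1) match, 182 (165 to 199.7) in the MP(3) match and 698 (639 to 761) in the MP(6) match. Retnla was 80.8 (73.3 to 88.8), 161 (145 to 178) and 4667 (4513 to 4826), and Chil3 was 76.1 (68.8 to 83.9), 669.9 (638 to 703) and 93.3 (72.6 to 118), in the same order. Retnla was among the leading genes of the MP(6) match, and Chil3 among those of the MP(3) match. The setting that moved the share of Retnla UMIs most was 30 principal components, which put 74.2% of them in the sub-cluster then matched to MP(1). That sub-cluster held 1.60% of the Chil3 UMIs, and its share of cells differed by 0.790 percentage points between the groups. At the main settings the MP(6) match held 77.5% of the Retnla and 2.65% of the Chil3 UMIs. The MP(1) label may thus have passed to other cells, and the 74.2% is no sign of Retnla in the main MP(1) match.

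**Figure D2:**
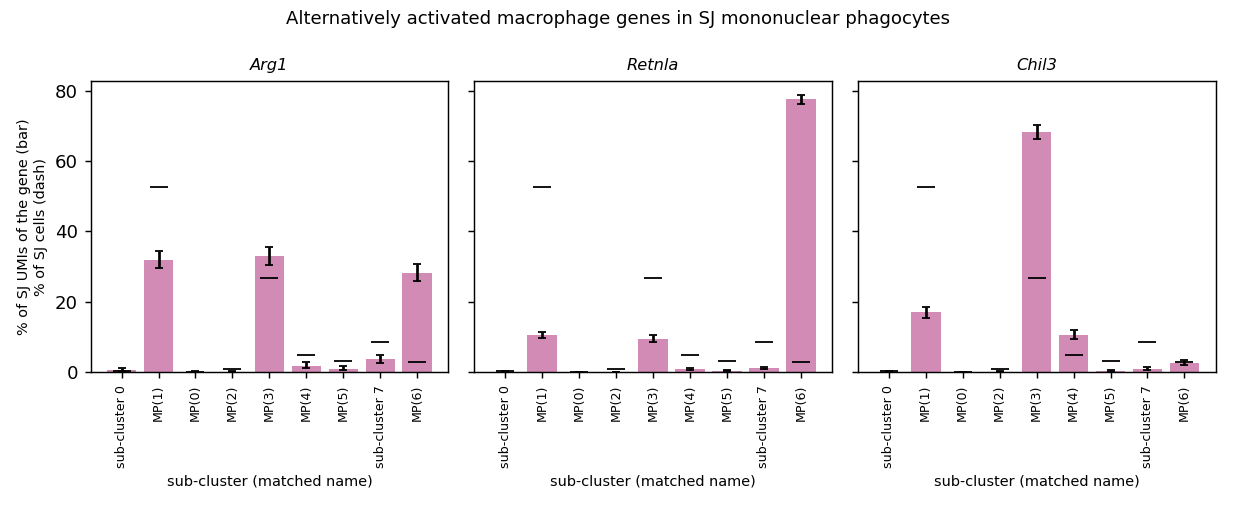
Percentage of the SJ MP and DC UMIs of Arg1, Retnla and Chil3 in each sub-cluster (bars), beside its percentage of the SJ MP and DC cells (dashes). The MP(1) match holds 52.55% of the cells and 32.0%, 10.5% and 17.0% of the UMIs.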

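The 95% interval of the SJ share was 50.3% to 54.8% for the MP(1) match, to which 1 of the 3033 HC cells also belonged. For the MP(3) match it was 24.8% to 28.9%, with 3 HC cells. Of the HC cells, 22.2% (20.8 to 23.7) lay in the MP(0) match, 16.2% (14.9 to 17.6) in the MP(2) match, 7.65% (6.73 to 8.65) in the MP(4) match and 8.54% (7.57 to 9.59) in the MP(5) match. These 4 matches held 0.0537%, 0.751%, 4.83% and 3.06% of the SJ cells. The MP(6) match had 2.74% of the HC cells. After CCA integration the MP(1) match held 15.5% of the HC and 26.4% of the SJ cells, and the MP(3) match 12.0% and 23.7%. With 30 principal components the MP(1) match differed by 0.790 percentage points between the groups, against 52.5 at the main settings.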

The SJ group was largely composed of MP(1) and MP(3), while the HC group was mainly consisted of MP(0), MP(2), MP(4) and MP(5) (**Figure 3E**). The KEGG pathways about the DEGs between MP(1) and other MPs subsets were related to NOD-like receptor signaling pathway, lysosome and phagosome (**Figure 3F**).

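The genes of 3 hand-written lists were compared between the MP(1) match and all other MP and DC cells, as for T(5). The 14 genes of NOD-like receptor signaling had a median log2 ratio of 0.38, above that of 99.6% of random lists, and 12 of them were higher in the MP(1) match. The 15 lysosome genes had a median of 0.34, above 99.1% of random lists, with 11 genes higher. Among the 15 phagosome genes the median was 0.34, above 99.0% of random lists, and 9 were higher. That list holds Marco, which was used to find the MP(1) match. The median over the 10528 genes compared was 0.01.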

**Figure 3:**
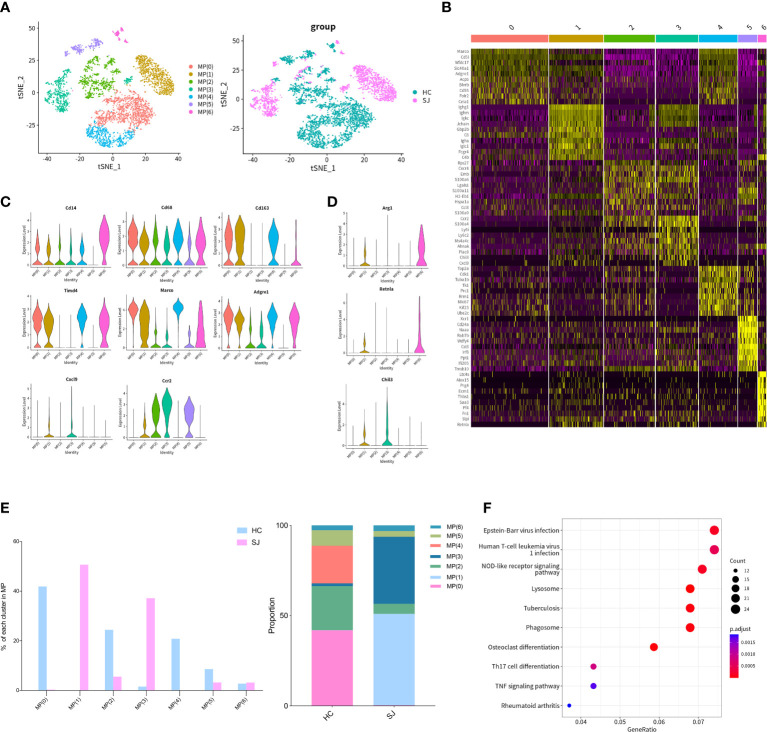
M2-like polarization of macrophages in fibrotic liver of schistosomiasis japonica. **(A)** tSNE plots of the 4,846 monocyte for seven clusters and two groups. **(B)** Heatmap of MPs for the top 10 DEGs of each cluster. **(C)** Violin plots of genes in each MPs cluster. **(D)** Violin plots of M2 maker genes. **(E)** The percentage change tendency and contribution of each MPs cluster in two groups. **(F)** Bubble plots of KEGG pathway enrichment DEGs between MP(1) and other MP subsets.

### Differential enrichment of heterogeneous B cells in fibrotic liver of *Schistosoma japonica*

We detected 769 B cells which were grouped into 5 clusters and tSNE plot showed different distribution for SJ group and HC group (**Figure 4A**). 

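The 773 B and plasma cells formed 5 sub-clusters. The matches were made by Cd3e for B(4), Mki67 for B(3), Ighd for B(0), and Prdm1 among sub-clusters mostly from SJ for B(1) and mostly from HC for B(2). They held 314 cells for B(0), 157 for B(1), 180 for B(2), 63 for B(3) and 59 for B(4). Trbc1, Cd3g, Il7r and other T-cell genes led the B(4) match, so it has no cell-type name here. A cell of the B(1) match had a median of 10656 UMIs, against 2618.5 for B(0), 3900.5 for B(2), 5637 for B(3) and 3306 for B(4).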

The heatmap showed the top 10 DEGs of each B cells cluster (**Figure 4B**). *Ighm* and *Cd79a* were expressed in all cluster, while *Cd19* and *Ighd* were expressed predominantly in B(0) and B(4). 

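Ighm (ENSMUSG00000076617, chromosome 12, 113418558 to 113422730) had 138775 (138226 to 139326) CPM in the B(1) match, 23479 in B(2), 7871 in B(0), 3853 in B(4) and 1909 in B(3). Cd79a (ENSMUSG00000003379, chromosome 7, 24897381 to 24902197) had 1269 (1198 to 1343) CPM in the B(0) match and 605 CPM in the B(4) match, and 165 to 181 CPM in the other 3. The B(4) match had 933 (808 to 1072) CPM of Ighd (ENSMUSG00000104213, chromosome 12, 113406604 to 113416324). Thinned, 18.9% of the HC and 45.8% of the SJ cells of this class had a Cd79a UMI, against 51.004% and 84.7% unthinned. In T and NK cells the thinned shares were 2.30% and 1.56%. The median depth of B and plasma cells was 3559 UMIs in HC and 3650.0 in SJ. The log2 ratio of SJ to HC was 2.39 (2.37 to 2.42) for Ighm and 1.10 (0.91 to 1.30) for Cd79a. Over the alternatives it ran from 0.44 to 2.55 for Ighm and from 0.39 to 1.70 for Cd79a. Both lowest values came without genes of free RNA among the variable genes, where a cluster led by haemoglobin and immunoglobulin genes left the class. All immunoglobulin UMIs of the class together had 389301 CPM in HC and 327305.5 CPM in SJ, a log2 ratio of -0.25. For the ratio of SJ to HC, the median over all genes of this class was 0.24, and 0.07 when immunoglobulin, hepatocyte, haemoglobin and mitochondrial UMIs were left out of the total.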

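For Sdc1 (ENSMUSG00000020592, chromosome 12, 8771323 to 8793715), the CPM was 158 (139.5 to 177) in the B(1) match, 120.4 (98.1 to 146) in the B(2) match and 124 (92.0 to 162) in the B(3) match. It was 7.48 in the B(0) match and 9.37 in the B(4) match. Irf4 (ENSMUSG00000021356, chromosome 13, 30749226 to 30766976) had 315 (263 to 374) CPM in the B(3) match, 251 (228 to 276) in B(1), 229 (198 to 264) in B(2), 128 (106 to 153) in B(0) and 56.2 in B(4). Prdm1 (ENSMUSG00000038151, chromosome 10, 44437177 to 44528501), used to match B(1) and B(2), had 133 (100.3 to 173) CPM in the B(3) match, 46.9 in B(4) and 13.9 in B(0). Between the groups, the log2 ratio was -0.01 (-0.33 to 0.31) for Sdc1, 0.12 (-0.11 to 0.35) for Irf4 and -0.10 (-0.38 to 0.19) for Prdm1, within counting error of 0 for all 3 at the main settings. With a gate of markers per cell it was -0.61 (-1.04 to -0.18) for Sdc1 and 0.61 (0.29 to 0.94) for Irf4. With CCA integration Irf4 had 0.45 (0.17 to 0.74), and in sums over thinned cells Prdm1 had -0.82 (-1.49 to -0.14). Without genes of free RNA among the variable genes, where a cluster led by haemoglobin and immunoglobulin genes left the class, Irf4 had 1.65 (0.26 to 3.55), Prdm1 1.11 (-1.52 to 6.48) and Sdc1 at least -2.13.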

B(1), B(2) and B(3) were defined as plasmablast with high expression of *Prdm1*, *Sdc1* and *Irf4 (* 30). 

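Mki67 (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361), a gene of dividing cells that was used to match B(3), had 119 (97.1 to 145) CPM in the B(2) match, 30.0 (22.5 to 39.3) CPM in the B(1) match, 20.3 CPM in B(0) and 23.4 CPM in B(4). Over all B and plasma cells its CPM fell from 372 in HC to 90.8 in SJ, a log2 ratio of -2.03 (-2.26 to -1.81).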

*Mki67* was presented in B(1) and B(3) (**Figure 4C**). B(0) and B(1) were mainly observed in the SJ group, while the HC group was largely composed of B(0), B(2) and B(3) (**Figure 4D**). 

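The B(0) match held 54.6% (50.2 to 58.9) of the 524 SJ cells and 11.2% (7.60 to 15.8) of the 249 HC cells. The B(1) match held 28.6% (24.8 to 32.7) of the SJ cells and 2.81% (1.14 to 5.71) of the HC cells. For B(2) the shares were 6.30% of SJ and 59.04% (52.6 to 65.2) of HC, for B(3) 2.29% and 20.5%, and for B(4) 8.21% and 6.43%. The difference for B(0) was 43.3 percentage points, and it went to -54.0 when the cells with the highest Scrublet scores were removed, a setting chosen after seeing the data. Matches were made anew in that setting. The main B(2) match, with 6.30% of SJ and 59.04% of HC cells, had a similar gap, so the B(0) label may have passed to other cells. The -54.0 is therefore not shown to be a reversal for the same cells. CCA integration turned the difference for B(1) from 25.8 to -18.9 percentage points, with 49.4% of the HC and 30.5% of the SJ cells.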

The enriched KEGG pathways about the DEGs between B(1) and other B cells cluster were related with protein processing in endoplasmic reticulum and protein export (**Figure 4E**).

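The B(1) match was compared with all other B and plasma cells over 9580 genes, whose median log2 ratio was -0.82. The 20 genes of protein processing in the endoplasmic reticulum had a median of -0.20, above that of 99.98% of random lists, and 8 of them had a ratio above 0. The 14 genes of protein export had a median of -0.19, above 99.9% of random lists, and 4 of them had a ratio above 0. Both lists thus stood above the other genes of the sub-cluster, but not above the other B and plasma cells in CPM.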

**Figure 4:**
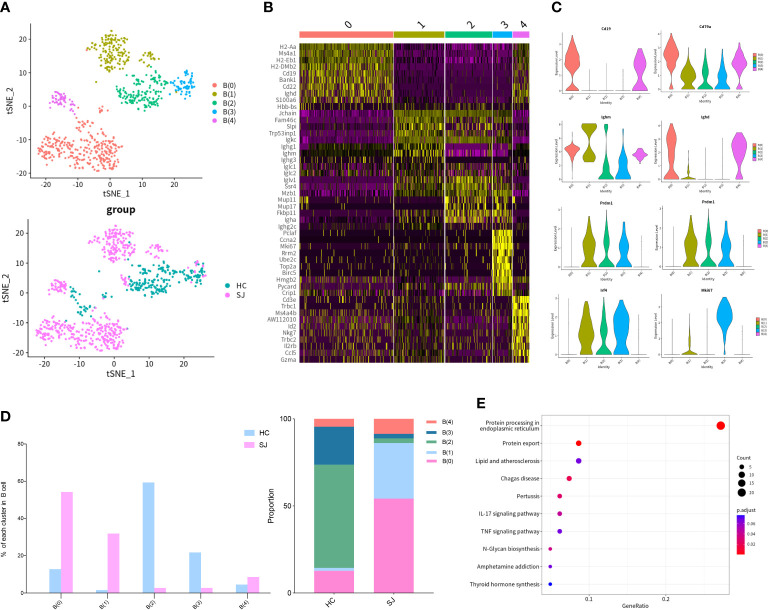
B cells in fibrotic liver of schistosomiasis japonica. **(A)** tSNE plots of the 769 B cells for five clusters and two groups. **(B)** Heatmap of B cells for the top 10 DEGs of each cluster. **(C)** Violin plots of genes in each B cells cluster. **(D)**The percentage change tendency and contribution of each B cells cluster in two groups. **(E)** Bubble plots of KEGG pathway enrichment DEGs between B(1) and other B cells cluster.

### CXCL and CCL signaling pathway network in fibrotic liver of *Schistosoma japonica*

Infiltration of cells promoted formation of granulomas and hepatic fibrosis in schistosomiasis. To better understand cell-to-cell communications, we explored CXCL and CCL signaling pathway with CellChat. The aggregated cell-cell communication network was shown in **Figure 5A** among different cell clusters about CXCL signaling pathway. Contribution of each L−R pair showed that Cxcl16-Cxcr6 were the most dominant L−R among CXCL signaling pathway and circle plot showed interaction of Cxcl16-Cxcr6 among all clusters (**Figure 5B, C**). 

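CellChat was not used. In its place, each ligand-receptor pair was given, for every ordered pair of named clusters, the score LR/(0.5 + LR) from the trimean of log-normalized expression, and the scores were summed over clusters and shown as a percentage of the family. Cxcl16-Cxcr6 had 35.0% of the sum over 16 CXCL pairs and ranked 1. Cxcl2-Cxcr2 followed with 14.8% and Cxcl12-Cxcr4 with 12.6%. The rank was 1 in the HC cells alone, with 37.3%, and 2 in the SJ cells alone, with 27.4%, behind Cxcl12-Cxcr4 with 30.3%. The 30 cluster pairs with a score above 0 for Cxcl16-Cxcr6 were led by clusters 16, 3 and 0, all macrophage-like, as senders to T-like cluster 1, with 8.17%, 8.09% and 7.83% of the pair's sum. Cxcl16 (ENSMUSG00000018920, chromosome 11, 70453983 to 70459984) and Cxcr6 (ENSMUSG00000048521, chromosome 9, 123806475 to 123811760) encode the ligand and its receptor.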

Intricate communication network of different cell clusters was also analyzed for CCL signaling pathway (**Figure 5D**). 

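Over 29 CCL pairs, Ccl6-Ccr2 ranked 1 with 25.2% of the summed score. Ccl5-Ccr1 had 13.6% and Ccl6-Ccr1 9.46%. In the SJ cells alone Ccl6-Ccr2 ranked 2 with 19.9%, and in the HC cells alone it ranked 1 with 32.0%.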

Ccl6-Ccr2 and Ccl5-Ccr5 were the main contributor of L−R for CCL signaling pathway (**Figure 5E**). Circle plots showed the communication of Ccl6-Ccr2 among different cell cluster(**Figure 5F**). The bubble plots indicated a close relationship between T cells and MPs *via* CXCL and CCL signaling pathway. 

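For Ccl6-Ccr2, with 108 cluster pairs at a score above 0, the first was macrophage-like cluster 14 as sender to cluster 5, with 2.06%, and the first 5 pairs all lay within the MP and DC class. The scores rest on expression alone and were not tested against chance.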

We further explored the expression of main chemokines and chemokine receptors on T cells and MPs. *CCL6* was mainly expressed in MP(6) while T(5) had high expression of *CCL3*, *CCL4* and *CCL5*. 

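Ccl6 (ENSMUSG00000018927, chromosome 11, 83587882 to 83593087) had 2954 (2832 to 3081) CPM in the MP(6) match, ahead of 964 (925 to 1004) CPM in MP(3) and 922 (869 to 976) CPM in MP(2). The lowest value among the matches was 88.5 CPM in MP(5). Within T and NK cells, Ccl3 (ENSMUSG00000000982, chromosome 11, 83647844 to 83649355) had 744 (672 to 821) CPM in the T(5) match and 499.8 (455 to 547) CPM in the T(0) match. Ccl4 (ENSMUSG00000018930, chromosome 11, 83662584 to 83664683) had 2778 (2671 to 2887) CPM in the T(0) match and 2443 (2312 to 2579.8) CPM in the T(5) match, and Ccl5 (ENSMUSG00000035042, chromosome 11, 83525778 to 83530518) had 6621 (6456 to 6788) and 6158 (5949 to 6374) CPM in the same order. The highest of the other 4 sub-clusters had 175 CPM of Ccl3, 503 of Ccl4 and 1525 of Ccl5. From HC to SJ, the log2 ratio over T and NK cells was 1.11 (0.86 to 1.38) for Ccl3, 1.57 (1.42 to 1.72) for Ccl4 and 0.97 (0.89 to 1.04) for Ccl5.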

*Cxcr6* was mainly showed in T(4), while *Ccr2* was mainly expressed in MP(3). 

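Cxcr6 had 653 (613 to 696) CPM in the T(4) match, 501 (443 to 563) CPM in the T(3) match, 416 (375 to 459) CPM in T(0) and 85.5 to 244 CPM in the other 3. Over all T and NK cells the gene had 364 CPM in HC and 319 CPM in SJ, a log2 ratio of -0.19 (-0.34 to -0.04). Under the marker gate the ratio was 0.28, on a median over all genes of 0.13. With thinning, 23.5% of the HC and 24.6% of the SJ T and NK cells had a Cxcr6 UMI (45.9% and 44.3% unthinned), against 2.14% and 2.79% of MP and DC cells. The median depths of these classes are those given for Cd3d. Since Ccr2 defined the MP(3) match, its CPM there is not given as a result. The unmatched sub-cluster led by Siglech had 1114 CPM of Ccr2.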

*Ccr5* was predominantly expressed in MP(1) and T(5) (**Figure 5G**). Thus, Cxcl16-Cxcr6, Ccl6-Ccr2 and Ccl5-Ccr5 were the most dominant L−R, which were significantly increased in fibrotic livers when compared with normal livers (**Figure 5H**).

**Figure 5:**
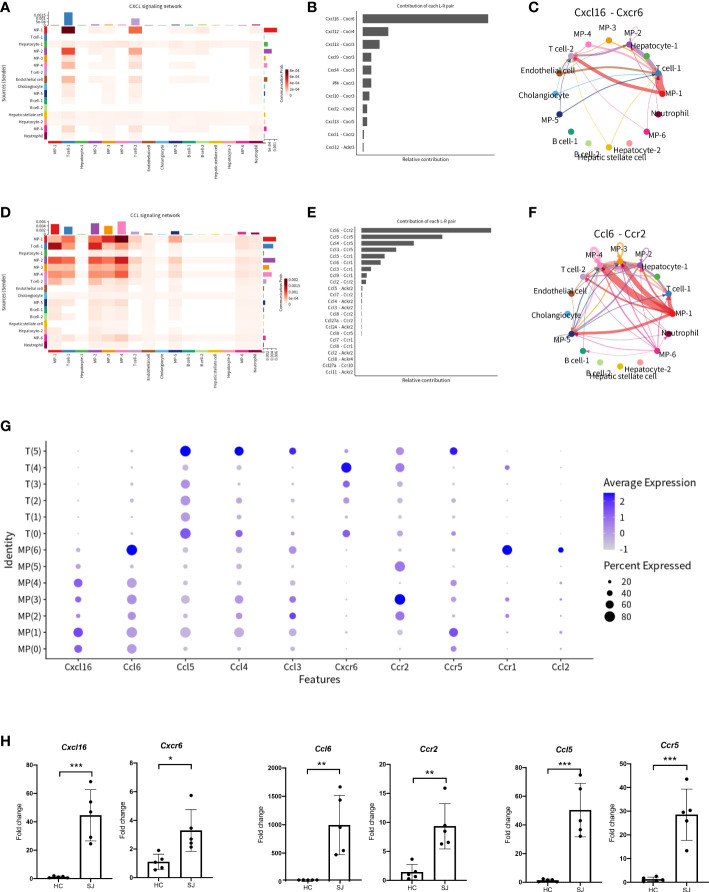
CXCL and CCL signaling pathway network in fibrotic liver of schistosomiasis japonica. **(A)** Heatmaps of the differential number of interactions between different cell clusters in CXCL signaling network. **(B)** Relative contribution of each ligand-receptor pair to CXCL signaling network. **(C)** Circle plots displaying the Cxcl16-Cxcr6 network between different cell clusters. **(D)** Heatmaps of the differential number of interactions between different cell clusters in CCL signaling network. **(E)** Relative contribution of each ligand-receptor pair to CCL signaling network. **(F)** Circle plots displaying the Ccl6-Ccr2 network between different cell clusters. **(G)** Bubble plots of different chemokines and their receptor in MPs and T cells. **(H)** The qPCR of Cxcl16, Cxcr6, Ccl6, Ccr2, Ccl5 and Ccr5 in schistosome-fibrotic livers(n=5) and normal livers(n=5). The significance level was tested by unpaired t test and the data are shown as the mean ± s.d value (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001).

### FASLG signaling pathway in fibrotic liver of *Schistosoma japonica*

To better understand mechanisms of hepatic fibrosis of schistosomiasis, CellChat was used to further analyze cell-to-cell signaling and interaction among different cluster. 

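Fasl (ENSMUSG00000000817, chromosome 1, 161780689 to 161788495) encodes the ligand and Fas (ENSMUSG00000024778, chromosome 19, 34290666 to 34327772) its receptor. In T and NK cells, Fasl had 39.5 CPM in HC and 77.4 CPM in SJ, a log2 ratio of 0.97 (0.54 to 1.42). A Fasl UMI was found, after thinning, in 3.92% of the HC and 7.42% of the SJ T and NK cells, against 9.91% and 18.7% unthinned. MP and DC cells had thinned shares of 0.593% in HC and 0.483% in SJ, at higher median depths than T and NK cells. Among the 73 SJ endothelial cells 0 had a Fasl UMI after thinning, which allows a share of up to 4.11% of cells with a UMI by a limit of 3 counts (4.93% by the exact interval). Unthinned, 4.11% (0.856 to 11.5) of the SJ endothelial cells had one. In endothelial cells, Fas had 159.8 CPM in HC and 143 CPM in SJ, a log2 ratio of -0.16 (-0.62 to 0.28), which was not a detectable difference at this depth. The thinned share of endothelial cells with a Fas UMI was 14.4% in HC and 12.3% in SJ (33.6% and 46.6% unthinned), with median depths of 3061 and 4171 UMIs. For MP and DC cells it was 0.989% and 2.84%.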

Results showed that FASLG signaling pathway (Fasl-Fas) was closely associated with T cell and endothelial cell (**Figure 6A**). *Fasl* was expressed predominantly in T(5), which was only shown in the SJ group (**Figure 6B**). 

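The T(5) match had the highest Fasl CPM of the 6 sub-clusters, 194 (159 to 236), followed by the T(0) match with 137 (114 to 163) and the T(4) match with 69.4 (56.6 to 84.3). The other 3 had 30.7 to 48.6 CPM. By count, the T(5) match held 23.7% of the 427 Fasl UMIs of the SJ T and NK cells (95% interval 19.7 to 28.0), the T(0) match 29.7%, the T(4) match 23.9%, the T(2) match 12.4% and the T(1) match 9.37%. Resolution 0.1 moved this share most, to 54.1%, in a larger sub-cluster matched to T(5).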

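Over the 19 clusters, Fas had 156 CPM in endothelial-like cluster 7 (139 to 176, from 282 UMIs in 504 cells). The next were macrophage-like cluster 14 with 55.8 CPM (40.0 to 75.7), cluster 12, which scored highest for stellate cells, with 54.5 (42.7 to 68.6) and neutrophil-like cluster 15 with 53.4 (31.1 to 85.5). T-like clusters 1 and 6 had 37.4 and 36.7 CPM. Red blood cells of cluster 17 had 0 Fas UMIs, with an upper bound of 21.1 CPM. The 504 endothelial cells formed 5 sub-clusters of 267, 121, 51, 50 and 15 cells.

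**Figure D3:**
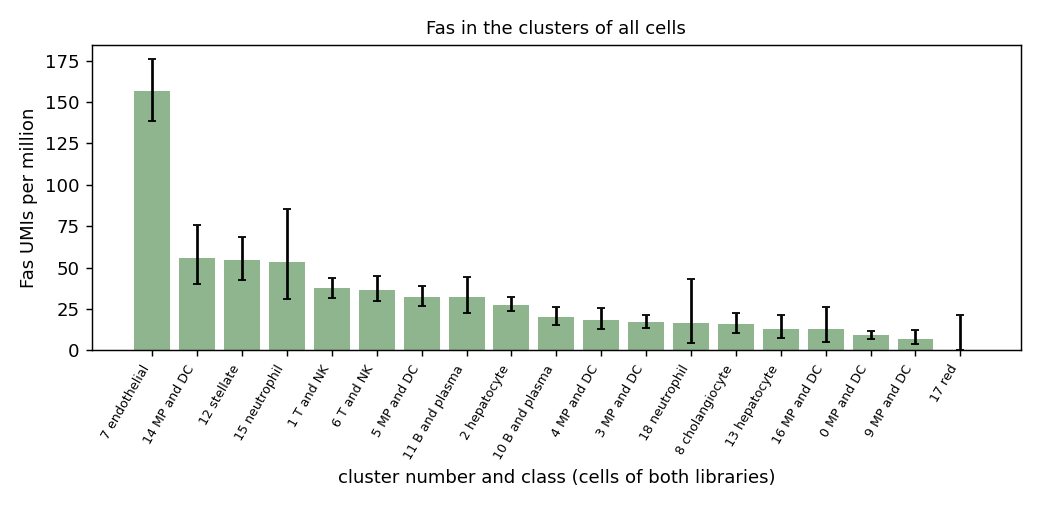
CPM of Fas in each of the 19 clusters, both libraries together, with exact 95% Poisson intervals as error bars. Cluster 7 stands at 156 CPM and every other cluster at 55.8 CPM or lower.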

*Fas* was mainly expressed in endothelial cells (**Figure 6C**). tSNE plot showed endothelial cells were grouped into 6 clusters (**Figure 6D**). The SJ group was mainly consisted of End(2) and End(4), while the HC group was mainly composed of End(0) and End(1) (**Figure 6E**). 

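The End(2) match, found by the lowest Mrc1, held 19.2% (10.9 to 30.1) of the 73 SJ cells and 8.58% (6.12 to 11.6) of the 431 HC cells. The End(4) match held 65.8% (53.7 to 76.5) of the SJ cells and 2 HC cells, or 0.464%. For the HC cells, 60.8% (56.0 to 65.4) lay in the End(0) match and 26.7% (22.6 to 31.1) in the End(1) match, to which 6.85% and 8.22% of the SJ cells belonged. Marco, Cd5l and Timd4, which are Kupffer cell genes, led the End(1) match, so it stays unnamed. The remaining sub-cluster of 15 HC cells was led by Retnlg, Cxcr2 and S100a8 and had no match. The difference of -53.9 percentage points for End(0) turned positive under 4 alternatives, among them CCA integration with 16.8, where End(4) had no match. The 73 SJ cells limit the precision of these shares.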

*Fas* was present in End(0), End(2), End(3), End(4) and End(5), which expressed the marker genes of liver sinusoidal endothelial cells (LSECs)(Flt4, Mrc1,Pecam1and Stab1) (**Figure 6F**) (31). 

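Fas had 253 (190.3 to 331) CPM in the End(2) match, 196 (166 to 228) CPM in the End(0) match and 162 (114 to 225) CPM in the End(4) match. The unmatched sub-cluster of 15 cells had 142 (52.2 to 309.6) CPM, from 6 UMIs. Flt4 (ENSMUSG00000020357, chromosome 11, 49609263 to 49652739) was highest in the End(4) match, at 766 (655 to 891) CPM, with 598 in End(0), 272 in End(1) and 113 in End(2). Stab1 (ENSMUSG00000042286, chromosome 14, 31139013 to 31168641) had 1483 CPM in End(0), 1163 in End(4), 671 in End(2) and 508 in End(1). For Pecam1 (ENSMUSG00000020717, chromosome 11, 106654217 to 106750628) the values were 1544 CPM in End(2), 811 in End(4), 673 in End(0) and 250.2 in End(1). The End(2) match, with little Flt4 and with Vwf and Eln among its leading genes, was named as vascular endothelium. Mrc1 (ENSMUSG00000026712, chromosome 2, 14229392 to 14332057) served to match End(2) and End(4), and had 2101 CPM in End(0) and 1302 in End(1). From HC to SJ, the log2 ratio over all endothelial cells was 0.25 (0.01 to 0.48) for Flt4, 0.54 (0.35 to 0.72) for Pecam1, 0.05 (-0.07 to 0.18) for Mrc1 and -0.43 (-0.62 to -0.26) for Stab1. Under the marker gate, Flt4 had -0.84 and Pecam1 -0.39.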

The qPCR analysis indicated Fasl and Fas were significantly increased in fibrotic livers (**Figure 6G**). The expression of Fasl in NKT cells, CD8+ T cells and NK cells were higher in fibrotic livers than that in normal livers (**Figure 6H**).

**Figure 6:**
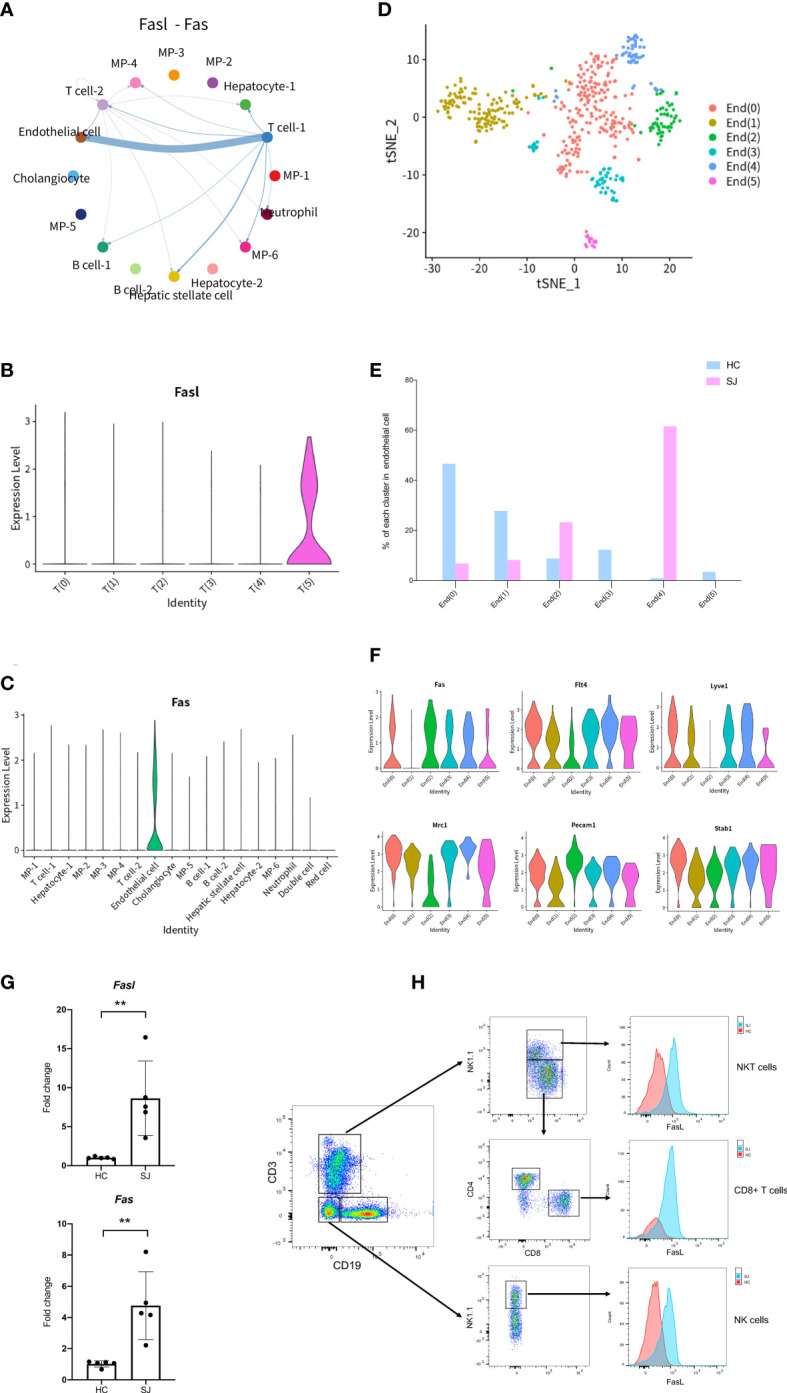
FASLG signaling pathway in fibrotic liver of schistosomiasis japonica. **(A)** Circle plots displaying the Fasl-Fas signaling network between different cell clusters. **(B)** Violin plots of Fasl in each T cells cluster. **(C)** Violin plots of Fas in different cells cluster. **(D)** tSNE plots of endothelial cells for six clusters. **(E)** The percentage change tendency of each endothelial cells cluster in two groups. **(F)** Violin plots of genes in each endothelial cells cluster. **(G)** The qPCR of Fasl and Fas in schistosome-fibrotic livers(n=5) and normal livers(n=5). The significance level was tested by unpaired t test and the data are shown as the mean ± s.d value (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001). **(H)** The expression of FasL in NKT cells, CD8+ T cells and NK cells. Gating strategy for the identification of T cells (CD3+CD19-NK1.1-), B cells(CD19+CD3-NK1.1-), NK cells(NK1.1+CD3-CD19-), NKT cells(CD3+NK1.1+), CD4+ T cells(CD3+CD4+NK1.1-) and CD8+ T cells(CD3+CD8+NK1.1-) (gated on live cells and CD45+ cells).

## Discussion

Hepatic fibrosis of schistosomiasis impacting quality of life and survival is a poor outcome of patients, which is often accompanied with portal hypertension, ascites, splenomegaly and gastro-esophageal variceal bleeding (32). Eggs deposited in the liver are pathogenic factors of schistosomiasis, which induce granuloma formation and hepatic fibrosis. However, there is no effective measure to prevent and treat schistosome-induced hepatic fibrosis. In order to improve therapy of hepatic fibrosis in schistosomiasis, the mechanisms of hepatic fibrosis in schistosomiasis require further investigation. Single-cell sequencing, a booming emerging technology, reveals an increasing number of biological insights at the single-cell resolution (33). We applied single-cell sequencing to explore the mechanism of hepatic fibrosis in murine schistosomiasis *japonica*. A better understanding of pathogenesis could shed new light for treatment of hepatic fibrosis in schistosomiasis.

Single-cell sequencing was performed on mouse fibrotic liver after *S. japonicum* infection and normal mouse liver. After conducted quality control analyses, a total of 10,403 cells, which grouped into 18 major cell clusters, were eventually included in our analysis. There was obvious difference between the SJ group and the HC group for different cell clusters. T cell-1(30.12%), MP-2(19.76%) and MP-4(15.44%) were predominantly shown in the SJ group, while MP-1(32.86%), MP-3(12.00%) and Hepatocyte-1(14.94%) were mainly presented in the HC group. Eggs trapped in liver are inducers of immune responses and recruitment of variable immune cells (34). It was obvious that massive T cells infiltrated into mouse fibrotic liver after *S. japonicum* infection, which indicated T cells are tightly linked to development of schistosome‐associated liver fibrosis.

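A count of T cells that needs no clusters was made from UMIs alone. Cells with a Cd3d UMI and no UMI of Cd68, Cd14 or Cd79a were 9.38% of the HC cells (546 of 5824) and 26.8% of the SJ cells (1227 of 4579). The UMIs were not thinned, and 8.84% of the HC and 27.9% of the SJ MP and DC cells, with median depths of 2962 and 5018 UMIs, also had a Cd3d UMI (3.43% and 6.28% thinned), so depth and free RNA limit this count. The percentages of a library add up to the whole, so a higher share of 1 class lowers the others. The paper takes the infiltration of T cells into the fibrotic liver as an indication of their tight link to the development of the fibrosis.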

We further performed cluster analysis on different cells separately to discover specific cell subsets for schistosome‐associated liver fibrosis. All of T cells were clustered into 6 main clusters, while T(4) and T(5) were only existed in the SJ group. T(4) were Th2 cells with marker genes of *Cd4*, *Gata3* and *Il4*. 

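The T(4) match also held most UMIs of 2 genes that the paper does not report from these cells. It held 77.0% of the 230 UMIs of Il13 (ENSMUSG00000020383, chromosome 11, 53631324 to 53634702) and 94.7% of the 643 UMIs of Areg (ENSMUSG00000029378, chromosome 5, 91139599 to 91148432) in SJ T and NK cells. Unthinned, 2.99% of the SJ T and NK cells had an Il13 UMI and 4.05% an Areg UMI, so most cells of the match had neither. Il13 belongs to the markers by which the match was called Th2-like, beside Gata3, Il4 and Il1rl1.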

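The T(5) match was examined for genes of natural killer cells and of T cells. Among its 180 SJ cells, Ncr1 (ENSMUSG00000062524, chromosome 7, 4337724 to 4345164), a receptor of natural killer cells, had 325 CPM, against 8.00 CPM in the other SJ T and NK cells. Trac had 277 CPM against 609, Cd3d 409 against 705, Cd3e 467 against 716, Cd3g 432 against 512 and Trbc2 805 against 1325, while Trbc1 had 582 against 556.5. Of these cells, 123 had a UMI of Cd3d, Cd3e, Cd3g or Trac and 57 had none. Ncr1 had 221 CPM in the 123 cells and 559 CPM in the 57 cells, and Cd8a had 393 and 37.7 CPM. Zbtb16, a transcription factor of NKT cells, had 3 UMIs in the 123 cells and 1 UMI in the 57 cells.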

T(5) had high expression of *Prf1* and low expression of *Cd8a*, which were NKT cells. Previous research showed that eggs could strongly invoke Th2 response and IL-13, a Th2 cytokines, directly promoted severe liver fibrosis (35, 36). During murine schistosomiasis, NKT cells could recognize glycolipids presented by CD1d on APCs, inducing the production of type 2 cytokines (IL-4, IL-5, IL-13) and influence the Th1/Th2 balance of the immune response (37–39). Our results showed that there was close communication between T cell and FASLG signaling pathway. NKT cells had high expression of *Fasl* while LSECs had high expression of *Fas*. The expression of Fasl in NKT cells, CD8+ T cell and NK cell were significant higher in schistosome‐associated liver fibrosis than normal livers. Apart from its apoptotic function of interaction of Fas with its ligand FasL, FasL has also been reported to induce the production of numerous proinflammatory cytokines. Meanwhile, soluble FasL fragment (sFasL) cleaved by metalloproteinases could promote cell proliferation and has little to no capacity to induce apoptosis (40). The signaling pathways may act through DAX, RIP, SUMO, FAF-1, FAP-1, and others. However, further study was needed to investigate the mechanisms of FasL in schistosome‐associated liver fibrosis. KEGG pathway analysis was performed and the DEGs between NKT cells and other T cells subsets were involved in natural killer cell-mediated cytotoxicity and chemokine signaling pathway. We collected all mononuclear phagocytes which were grouped into 7 clusters. The SJ group was mainly consisted of MP(1) and MP(3). MP(1) with *Cd163*, *Marco*, *Timd4* and *Adgre1* were the Kupffer cells, while Ccr2+CD163-MARCO-TIMD4-MP(3) might be macrophage which migrate into liver (17). Macrophages are broadly divided into classically activated macrophages (M1) and alternatively activated macrophages (M2). MP(1) also had high expression of *Arg1*, *Retnla* and *Chil3*, marker genes of M2. 

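Between the groups, the 3 M2 genes were all higher in the SJ MP and DC cells. Arg1 went from 66.5 to 129 CPM, a log2 ratio of 0.96 (0.82 to 1.10), Retnla from 91.6 to 394 CPM, or 2.10 (2.00 to 2.21), and Chil3 from 41.6 to 229 CPM, or 2.46 (2.31 to 2.62). Over the alternatives, the log2 ratio ran from 0.04 to 1.04 for Arg1, from 1.92 to 3.26 for Retnla and from 2.39 to 5.12 for Chil3. Without the MP(6) match, a comparison chosen after the results were seen, the ratio was 0.85 for Arg1, 0.53 (0.38 to 0.68) for Retnla and 2.47 for Chil3. The MP(6) match held 77.5% of the SJ Retnla UMIs in 3.01% of the cells, so the rise of Retnla lay largely in it. The SJ cells of the MP(1) match were also compared with SJ classes that should lack these genes. The CPM ratios to T and NK cells were 1.73 for Arg1, 1.70 for Retnla and 1.80 for Chil3. All 3 genes were also above B and plasma cells beyond counting error. Against endothelial cells, the ratio was 0.86 (0.61 to 1.26) for Arg1 and 1.47 (0.94 to 2.43) for Retnla. Chil3 was above endothelial cells, but its ratio to cholangiocytes was 1.35 (0.91 to 2.09). Free RNA alone therefore cannot be told apart from own expression for the 3 genes together. Among all MP and DC cells, the thinned share with a UMI was 5.93% in HC and 8.43% in SJ for Arg1. It was 0.890% and 8.11% for Retnla, and 2.21% and 12.9% for Chil3. Unthinned, the SJ shares were 29.4%, 29.5% and 35.5%, and the HC shares 15.5%, 1.81% and 4.48%. In T and NK cells the thinned shares were 7.14% in HC and 4.62% in SJ for Arg1, 0.230% and 4.87% for Retnla, and 0.230% and 4.12% for Chil3.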

Our results indicated that Kupffer cells might undergo M2-like polarization in fibrotic liver of schistosomiasis. The research showed that Th2-type cytokines (IL-4 and IL-13) respond to inflammatory reactions for egg and promote M2 polarization (34). The KEGG pathways about the DEGs between MP(1) and other MP subsets were related to NOD-like receptor signaling pathway, lysosome and phagosome. B(0) and B(1) were mainly showed in the SJ group and the SJ group was mainly composed of B(0) and B(1). *Ighm* and *Ighd* were expressed in B(0), which were naive B cells. B(3) were plasmablast with high expression of *Prdm1*, *Sdc1* and *Irf4*. The enriched KEGG pathways about the DEGs between B(1) and other B cell cluster were related with protein processing in endoplasmic reticulum and protein export. *Mki67* was also presented in B(1). The role of B cells requires further study about hepatic fibrosis in schistosomiasis. Cellular infiltration at liver relates to the progression of liver fibrosis in schistosomiasis. CXCL and CCL signaling pathway in CellChat showed that Cxcl16-Cxcr6, Ccl6-Ccr2 and Ccl5-Ccr5 were the most dominant L−R and there were close communications between T cells and MPs. 

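Cxcl16 had 367 (351 to 384) CPM in the MP(1) match, 353 (330.1 to 378) CPM in the MP(3) match and 310.5 (289.9 to 332) CPM in the MP(0) match. The unmatched sub-cluster with most HC cells had 314 CPM. The MP(2), MP(4), MP(5) and MP(6) matches had 116 to 226 CPM. Over all MP and DC cells Cxcl16 went from 273 CPM in HC to 316 CPM in SJ, a log2 ratio of 0.21 (0.14 to 0.28).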

Kupffer cells(MP(0), MP(1) and MP(4)) showed high expression of Cxcl16, while the receptor Cxcr6 were mainly expressed in T(4)(Th2 cell). Thus, Kupffer cells might have potential in recruiting Th2 cells *via* the Cxcl16-Cxcr6 signaling axis. Ccl6 can also be expressed by macrophages, particularly MP(6). 

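Among T and NK cells, Ccr2 had 567 (529 to 607) CPM in the T(4) match and 470.1 (414 to 532) CPM in the T(5) match. It had 295 (252 to 344) CPM in the T(3) match, 279.6 (247 to 316) CPM in T(0), 189.8 CPM in T(2) and 96.0 CPM in T(1). From HC to SJ the log2 ratio over T and NK cells was 0.25 (0.07 to 0.42).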

Ccr2, a receptor for Ccl6, was also not only expressed in MP(3) of the SJ group, but also in T(4)(Th2 cell) and T(5)(NKT cell), a higher level of expression of Ccr2 than other T cells. Meanwhile, T(5) (NKT cell) had high expression of CCL3, CCL4 and CCL5, which might recruit T(5) (NKT cell) and MP(1) *via* interaction with Ccr5. Our results initially showed a tight crosstalk between T cells and macrophages in liver fibrosis of schistosomiasis. These results indicated that Cxcl16-Cxcr6, Ccl6-Ccr2 and Ccl5-Ccr5 might play a role in the pathogenesis of schistosomiasis associated liver fibrosis and interrupting those signaling pathways could help to alleviate hepatic fibrosis.

Small sample size and absence of liver perfusion is shortcomings of this study. However, we used perfused livers samples to validate the results from sc-RNA sequencing analysis, including q-PCR and flow cytometry analysis. Our research preliminarily profiled a immunological network of hepatic fibrosis in murine schistosomiasis japonica, which might contribute to a better understanding of the mechanisms of liver fibrosis in schistosomiasis. However, further study is needed to explore the role of FASLG signaling pathway and CXCL and CCL signaling pathway(Cxcl16-Cxcr6, Ccl6-Ccr2 and Ccl5-Ccr5) in liver fibrosis of schistosomiasis.

## Data availability statement

The original contributions presented in the study are publicly available. This data can be found in the GEO database, accession number: GSE220286.

## Ethics statement

The animal study was reviewed and approved by the Ethics Committee of the 3rd Xiangya Hospital of Central South University.

## Author contributions

YZ, JL and YM contributed to the study design. YZ, JJ, CG, ZZ performed experiments. YZ, HL and CZ contributed to analysis of data. YZ, JL, YM contributed to the manuscript development. JL and YM acquired funding for the study. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

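Liver cells of 1 mouse infected with S. japonicum (SJ) and of 1 normal mouse (HC) were sequenced by the authors with the GEXSCOPE kit, 1 library per mouse. The SJ liver was taken at week 11 after infection, after praziquantel. The paper gives an age of 6 weeks at purchase, and the sample labels give 17 weeks for both mice. The authors made the counts with CeleScope 1.9.0, with Cutadapt 1.17 for trimming, STAR 2.6.1a for mapping to GRCm38 with Ensembl 92 genes and featureCounts 2.0.1. The values as deposited are UMI counts per gene and cell, without normalization and before the filter on genes and mitochondrial UMIs. All barcodes had over 2000 UMIs.

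Genes were joined by their Ensembl identifiers, 25469 over both libraries, and a gene absent from the list of a library was given a count of 0. Of these identifiers 25435 were found in GENCODE M21, and 544 carried another symbol there. A total of 34 symbols had a numeric suffix, and 22 of them were replaced by the GENCODE symbol. Areg was among these. Positions are those of GENCODE M21 on GRCm38.

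Cells with 200 to 10000 genes and under 25% mitochondrial UMIs were kept. The analysis was run in R 4.3.3 with Seurat 5.3.0 and SeuratObject 5.2.0, and in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scanpy 1.11.5. Counts were normalized to 10000 UMIs per cell and log-transformed. With 4000 variable genes, 15 principal components and resolution 0.3, the cells of both libraries were clustered together without integration, as the paper's text gives these settings and names no integration. The linear algebra ran on 1 thread with a fixed set of processor instructions, since rounding alone moved cells between clusters under some alternatives. The cells of each class were clustered again at the same settings, since the text gives none for the sub-clusters. Clusters were assigned to classes by lists of marker genes, of which at least 3 had to be found in at least 10% of the cells. Leading genes of a cluster were the 10 with the highest ratio to the other cells, with 10 CPM added, among genes with at least 50 CPM. Where the leading genes spoke against a class, the cluster or sub-cluster is described by these genes and not named. Sub-clusters were matched to those of the paper in a set order, each by 1 gene that the paper shows as defining it, and by the library with most of its cells where a gene did not decide.

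UMIs were summed per class and library and given as CPM with exact Poisson intervals of 95%. Ratios between libraries have an exact interval from the 2 counts, and a library at 0 was given 3 counts. A ratio written as at least or at most rests on these 3 counts and is not a limit of the exact interval. Shares of cells have exact binomial intervals. With 1 library per group there was no estimate of the variation between mice, and no p-value was computed. Shares of cells with a UMI were taken after thinning each cell to 1000 UMIs. Hand-written lists of genes stood in for KEGG pathways. A list was ranked by its median log2 ratio among 10000 random lists matched on mean CPM, over genes with a mean of at least 5 CPM and with 1 CPM added. A score over 16 CXCL and 29 CCL pairs, with a constant of 0.5 in its denominator, stood in for CellChat, without a test against chance. Scrublet was run in each library with an expected doublet share of 6%. Its automatic threshold called 0.0172% of the HC cells and 0.240% of the SJ cells.

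Genes named in the text follow a rule. They are the genes that the paper names in its Results, the genes of the lists written for the reanalysis, and in each class the 5 genes with the highest and the 5 with the lowest log2 ratio among those with at least 100 UMIs and at least 50 CPM in the higher library. Immunoglobulin, T-cell receptor variable, haemoglobin, mitochondrial and hepatocyte-secreted genes were left out of these 5. The lists outside the paper's genes cover Th2 cytokines, regulatory T cells, checkpoint receptors, natural killer and NKT cells, stress genes, stellate cells, hepatocyte-secreted genes and sex-linked genes. Leading genes of clusters and the genes used in tests of single patterns were named after their values were seen.

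The design, the marker lists and the alternatives were set before the data were examined, apart from those marked as chosen after seeing the data. The alternatives were a filter at under 10% mitochondrial UMIs, a minimum of 500 genes, resolutions of 0.6 and 0.1, 30 principal components, 2000 variable genes, variable genes without genes of free RNA, CCA integration, a gate on marker UMIs in each cell in place of clusters, a total without genes of free RNA, sums over thinned cells, thinning to 2000 UMIs or none, the arithmetic mean in the pair score, and each library alone. Removal of the cells that Scrublet called was set as an alternative and was not run, because the automatic threshold called almost no cell.

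The intervals and lists were tested on counts drawn from a pooled profile of each class, with 200 genes changed. Each UMI was drawn independently, which is the model the intervals assume, so their coverage checks the computation only. Real UMIs are clumped by cell, with 643 Areg UMIs in 4.05% of the SJ T and NK cells. Coverage for such counts was not tested. In T and NK cells 96.7% of the intervals held the true ratio, in MP and DC cells 96.6%, in B and plasma cells 97.1% and in endothelial cells 97.2%. A list raised on purpose reached the percentile 100 in each class, and 2.5% to 4.5% of unchanged lists passed the 95th percentile. In MP and DC cells of unequal depth, 805 unchanged genes had a median difference of 14.1 percentage points in the share of cells with a UMI without thinning and 0.00701 points with it. Over 2000 simulations, themselves drawn from binomials, 95.25% of binomial intervals and 95.3% of intervals of a difference held the true value.

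The qPCR and flow cytometry measurements of other animals were not analysed here. The results of 2 genes and of 2 ligand-receptor pairs are not reported here.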

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

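The tests on free RNA as a source of Areg, Il13 and Il5 and on the mix of cells in the collagen cluster were chosen only after the results were seen, and the other tests of this part were set beforehand.

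The paper does not report 5 genes of type 2 responses from these cells, and in T and NK cells all 5 were above the HC level. The log2 ratio of SJ to HC was at least 2.07 for Il5 (0 HC and 55 SJ UMIs), at least 4.13 for Il13 (0 and 230 UMIs), 2.25 for Il10 (1.24 to 3.49, 8 and 166 UMIs), 4.43 for Il1rl1 (3.06 to 6.32, 4 and 377 UMIs) and 7.20 for Areg (4.72 to 12.51, 1 and 643 UMIs). For Il5 and Il13 these values rest on the floor of 3 HC UMIs, and the exact lower 95% limits were 1.72 and 3.83. Free RNA from another class was weighed first. In the SJ library, Areg had 116 CPM (108 to 126) in T and NK cells, 8.79 CPM in MP and DC cells and 3.19 CPM in B and plasma cells. Il13 had 41.7 (36.5 to 47.4), 3.58 and 2.87 CPM. Il5 had 9.96 (7.51 to 13.0) CPM, 0 UMIs (at most 0.356 CPM) and 0.319 (at most 1.78) CPM. The lowest ratio to the higher of these 2 large classes was 11.7, for Il13. Free RNA would reach them too, so this argues against it as the source. The small classes decide nothing for Il5, as endothelial cells had 5.51 CPM (0.668 to 19.9) on 2 UMIs. In SJ, 94.7% of the Areg and 77.0% of the Il13 UMIs of T and NK cells lay in the T(4) match, with 30.6% of the cells, so no equal amount was added to every cell. An effect that multiplies levels in all cells of a library stays open. MP and DC cells also had higher Areg, with a log2 ratio of 4.12 (2.85 to 5.78), and Il1rl1, with 2.63 (1.66 to 3.76), which free RNA from T cells can give too. The correlation of 0.784 between the log2 ratios of the 2 classes is over all genes and does not test these 5. Infection, treatment and the mouse itself differ between the libraries together. Few cells carried these genes. Unthinned, 4.05% of the SJ T and NK cells had an Areg UMI, 2.99% Il13, 1.25% Il5, 8.17% Il1rl1 and 4.68% Il10. Whether these cells also had UMIs of Cd3 genes or Cd4 was not tested, so they are not shown to be T cells. A larger share of Th2-like cells may explain the pattern, as a hypothesis that was not tested in other mice.

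Ikzf2, Lag3, Tigit and Eomes, which the paper does not discuss, were also higher in the SJ T and NK cells. Their log2 ratios were 1.08 (0.60 to 1.60) for Ikzf2, 1.84 (1.19 to 2.57) for Lag3, 4.31 (2.43 to 7.37, on 2 HC UMIs) for Tigit and 1.19 (0.79 to 1.61) for Eomes. Other genes of the same lists fell, with -1.33 (-2.06 to -0.58) for Foxp3, -1.16 (-1.69 to -0.61) for Pdcd1 and -0.94 (-1.69 to -0.15) for Havcr2, and Zbtb16 had -0.77 (-1.63 to 0.16). The list medians were -0.04 for regulatory T-cell genes, 0.43 for checkpoint genes and -0.07 for natural killer and NKT genes, so the lists did not rise as a whole. Cd3e had a log2 ratio of 0.23 (0.11 to 0.34), against a median over all genes of 0.04. Hepatocyte-secreted genes took a larger part of the HC total, with a log2 ratio of -2.55 in T and NK cells, but leaving them and other genes of free RNA out of the total changed the median log2 ratio only from 0.04 to 0.02. Different sub-clusters held most T and NK cells of the 2 libraries, so the mix of T cells could account for these ratios, and the correlation of 0.784 leaves a library-wide effect open. A change within a cell type was not tested.

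Fos and Junb, written down as genes of stress during dissociation, had log2 ratios of 0.54 (0.40 to 0.68) and 0.40 (0.29 to 0.50) in T and NK cells. The other genes of this list did not rise together, since Hspa1a had -2.32. Handling of the 2 livers could differ, and with a correlation of 0.784 between classes it cannot be separated from the infection in this design. No biological explanation was tested.

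In the cluster that scored highest for stellate cells, 3 genes that the paper does not report were above the HC level. Tagln had a log2 ratio of 1.03 (0.44 to 1.61, 56 and 48 UMIs), Lrat of 5.57 (2.93 to 10.95, 1 and 20 UMIs) and Reln of 4.31 (2.599 to 6.68, 3 and 25 UMIs). Only 1.27% of the 316 cells had a Lrat UMI and 0.949% a Reln UMI. The mesothelial genes Msln and Upk3b had a mean log2 ratio of -1.07 between the same libraries. This fits a change in the mix of mesothelial and stellate cells, to which the few SJ cells with Lrat and Reln may belong. Activation of stellate cells by infection stays untested.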

How the results depend on the processing

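The settings without clusters 4 and 9 and with the highest-scoring 6% of cells by Scrublet removed were chosen only after the results were seen. Of 186 values of the 20 main results under an alternative, 130 did not move beyond the interval of the main value or the limit set for ranks and counts, 49 moved with the same direction and 7 reversed. The cause was not tested in any of these cases. Matches of sub-clusters were made anew under each alternative, so a value that moved or reversed can concern other cells. The planned removal of Scrublet calls was not run. No paired analysis was possible because each group had 1 mouse.

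The share of T and NK cells, 27.6 percentage points higher in SJ, was 17.4 under the marker gate. For B and plasma cells 7.17 became 4.26 under the gate. For MP and DC cells -11.4 became -13.4 at under 10% mitochondrial UMIs, -20.2 under the gate and 2.92, the opposite direction, without clusters 4 and 9. For hepatocytes -10.8 became -8.17 at under 10% mitochondrial UMIs, -12.7 with 2000 variable genes and -4.51 under the gate. For endothelial cells -5.81 ranged from -5.99 to -5.07 over all alternatives.

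Among T and NK sub-clusters, the difference for the T(4) match was 26.7 points, and it was 6.92 at resolution 0.6, 23.1 without genes of free RNA among the variable genes and 6.84 with CCA integration. The T(5) match had 10.3, with 30.8 at resolution 0.1 and 5.18 with CCA integration. Of the SJ Fasl UMIs, 23.7% lay in the T(5) match, and 54.1% at resolution 0.1.

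For the MP(1) match the difference of 52.5 points became 47.6 with at least 500 genes, 15.0 at resolution 0.6, 0.790 with 30 principal components, 48.6 with 2000 variable genes and 10.9 with CCA integration. For the MP(3) match 26.7 became 23.0 at resolution 0.6, 33.9 at resolution 0.1, 23.2 with 30 principal components, 20.6 without genes of free RNA and 11.7 with CCA integration.

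The MP(1) match held 32.0% of the SJ Arg1 UMIs. This was 11.4% at resolution 0.6, 21.4% with 30 principal components, 29.1% with 2000 variable genes, 21.1% with CCA integration and 35.2% after the Scrublet removal. Its 10.5% of the Retnla UMIs became 9.19% with at least 500 genes, 3.95% at resolution 0.6, 74.2% with 30 principal components, 9.44% with 2000 variable genes and 5.71% with CCA integration. Its 17.0% of the Chil3 UMIs became 8.82%, 6.23%, 1.60%, 14.9% and 8.72% under these 5 settings. With 30 principal components the MP(1) label may lie on other cells. The main MP(6) match held 77.5% of the Retnla and 2.65% of the Chil3 UMIs.

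For the B(0) match 43.3 points became 23.6 at resolution 0.6, 26.2 at resolution 0.1, 24.4 with 30 principal components, 21.9 with CCA integration and, reversed, -54.0 after the Scrublet removal. The -54.0 may concern other cells, since the main B(2) match, with 6.30% of the SJ and 59.04% of the HC cells, had a similar gap. For the B(1) match 25.8 reversed to -18.9 with CCA integration. The B(1) match had no value at resolution 0.1 and with 30 principal components. For the End(0) match -53.9 became -34.8 at resolution 0.6 and -61.8 after the Scrublet removal, and it reversed to 17.5 at resolution 0.1, 6.54 with 30 principal components, 25.0 without genes of free RNA and 16.8 with CCA integration. In these 4 settings the End(4) match had no value.

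Cxcl16-Cxcr6 went from rank 1 to rank 2 with 30 principal components, CCA integration, the Scrublet removal and the SJ library alone. Ccl6-Ccr2 went from rank 1 to rank 2 in the SJ library alone. Of 24 contributions of these pairs, 22 stayed in range and 2 moved.

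Over 94 log2 ratios there were 1153 values, of which 976 stayed in the interval, 171 moved and 6 reversed. Cdca3 in B and plasma cells had no value without genes of free RNA among the variable genes, where a cluster of 375 cells led by immunoglobulin and haemoglobin genes was assigned to red cells. Sums over thinned cells moved Cd14 in MP and DC cells from 0.16 to -0.065. The gate moved Cxcr6 in T and NK cells from -0.19 to 0.28, Ccl6 in T and NK cells from -0.45 to 0.074, and in endothelial cells Flt4 from 0.25 to -0.84, Pecam1 from 0.54 to -0.39 and Igfbp5 from -3.93 to 0.90. Of 172 shares of cells with a UMI, without thinning or thinned to 2000 UMIs, 169 moved, as deeper cells show more genes. Depth thus limits these shares, and the 431 HC and 73 SJ endothelial cells limit those of that class.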

Differences from the paper's values

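Of 55 values compared with the paper, 9 differed, with the paper's value outside the interval and over 1.5 times away, and 46 did not. The 9 are shares of sub-clusters in 1 library. The paper's 9 values were read by eye from its figures, and the sub-clusters compared are matches, not the paper's own cells. Alternatives are those set before the data were examined.

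For T(0) the paper shows about 3.5% of the HC cells in Fig. 2D, against 0.230% here. Resolution 0.6 with 3.92% did not differ from it. The value was 0 at under 10% mitochondrial UMIs, with at least 500 genes, with 30 principal components and with 2000 variable genes, 0.230% without genes of free RNA and 30.9% with CCA integration, and these 6 differed. For T(0) the paper shows about 48% of the SJ cells in Fig. 2D, against 20.6% here, and all 7 alternatives with a value differed, with 19.3% to 25.3%. Resolution 0.1 gave no T(0) match.

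For T(4) the paper shows about 7% of the SJ cells in Fig. 2D, against 30.6% here. Resolution 0.6 gave 6.92% and CCA integration 7.30%, which did not differ, and the other 6 alternatives gave 29.3% to 30.7% and differed. For T(5) the paper shows about 6.8% of the SJ cells in Fig. 2D, against 11.2% here. With 30 principal components it was 10.04% and did not differ, and the other 7 gave 10.5% to 31.8% and differed.

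For MP(0) the paper shows about 42% of the HC cells in Fig. 3E, against 22.2% here. A minimum of 500 genes gave 31.0% and did not differ, and the others gave 7.35% to 63.3% and differed. The MP(0) match was led by cell-cycle genes, and a sub-cluster without a match, with Marco among its leading genes, held 41.0% of the HC cells. For MP(2) the paper shows about 5.5% of the SJ cells in Fig. 3E, against 0.751% here. It was 4.72% with 30 principal components and 5.21% without genes of free RNA, which did not differ, and the other 5 alternatives with a value differed. For MP(3) the paper shows about 1.5% of the HC cells in Fig. 3E, against 0.0989% here, and only resolution 0.1 with 1.58% did not differ. For MP(4) the paper shows about 21% of the HC cells in Fig. 3E, against 7.65% here, and only resolution 0.1 with 23.8% did not differ. The MP(4) match was led by Mpo and Elane, and the sub-cluster led by Cdk1 and Tk1, here the MP(0) match, held 22.2%. Pairing that sub-cluster with MP(4) and the one with 41.0% with MP(0), a choice made only after seeing the values, would bring both shares close to the paper's and drop 0 of its sub-clusters, so these 2 differences may lie in the matching.

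For B(2) the paper shows about 3% of the SJ cells in Fig. 4D, against 6.30% here. Resolution 0.6 gave 2.67% and did not differ. The other alternatives with a value gave 5.92% to 6.87% and differed, and resolution 0.1, a minimum of 500 genes, 30 principal components and CCA integration gave none.

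The paper states that MP(1) has high Arg1, Retnla and Chil3. Here Arg1 and Retnla had their highest CPM in the MP(6) match, 698 and 4667, and Chil3 in the MP(3) match, 669.9, against 80.8, 80.8 and 76.1 in the MP(1) match. The paper states that Fasl is predominantly in T(5). The T(5) match had the highest CPM here, but 29.7% of the Fasl UMIs lay in the T(0) match and 23.9% in the T(4) match. The paper states that T(4) and T(5) exist only in SJ, and here the matches held 17 and 4 HC cells. The paper places Kupffer cell genes in MP(4) too, and here Cd163 had 41.6 CPM in that match, which was led by Mpo and Elane, and 757 CPM in the sub-cluster led by cell-cycle genes, called the MP(0) match. Cxcl9 was not limited to MP(1) and MP(3) here, with 595 CPM in a sub-cluster without a match. The paper places Mki67 in B(1) and B(3), and here the B(2) match had 119 CPM and the B(1) match 30.03 CPM. For Ccr2 the paper names MP(1) among the main sub-clusters, and here the MP(1) match had 106 CPM and the MP(4) match 633 CPM. The number of sub-clusters was 9 for MP and DC cells and 5 for endothelial cells here, against 7 and 6 in the paper.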

Other observations

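The tests on the End(1) match, the collagen cluster, clusters 4 and 9, the M2 genes with and without the MP(6) match and against free RNA, and Fas without the End(1) match were chosen only after the results were seen. The other tests of this part were set beforehand.

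The T(5) match, found by the highest Prf1, had the 6 T-cell receptor genes at a median of 63.0% of their CPM in the other SJ T and NK cells, which argues against natural killer cells alone. Its cells without a UMI of Cd3d, Cd3e, Cd3g or Trac had 2.53 times the Ncr1 CPM of those with one (1.85 to 3.46). This fits a mixture of natural killer cells and T cells. Fasl had 194 CPM in the cells with such a UMI and 195 CPM in the cells without. NKT cells among them stay open, since Zbtb16 had 3 UMIs in the cells with such a UMI and 1 in the others.

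The B(4) match carried UMIs of a Cd3 gene and of Cd79a or Cd79b together in 94.9% of its cells, against 27.1% in the B(0) match, 33.6% in all other B and plasma cells and 12.9% in T and NK cells. Its median of 3306 UMIs lay above that of T and NK cells, 2756, and of the B(0) match, 2618.5, and below that of the other B and plasma cells, 3655.5. Its median Scrublet score was 0.149, against 0.0128 in the B(0) match, 0.0244 in all other B and plasma cells and 0.0309 in T and NK cells. Those others include the deep plasma cells of the B(1) match, with a median of 10656 UMIs. The B(4) match had 933 CPM of Ighd and 9.37 CPM of Sdc1, close to the 885 and 7.48 CPM of the B(0) match, which was taken as its B-cell parent only after the results were seen. Against this parent and T and NK cells, the depth and the Scrublet scores are those predicted, which fits doublets of T and B cells. The depth lay above each parent but well below the sum of both. The match was picked by Cd3e, so its share of cells with Cd3 UMIs is in part built in.

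Immunoglobulin UMIs were higher in SJ in classes that should lack them. The log2 ratio was 1.77 in T and NK cells, 2.91 in MP and DC cells and 1.74 in endothelial cells. This fits free RNA from plasma cells. The factor was not equal in the 3 classes, and how similar it had to be was not set in advance. Uptake of antibody-producing cells by phagocytes stays untested. Hepatocyte-secreted genes were lower in SJ, with log2 ratios of -2.55 in T and NK cells, -1.47 in MP and DC cells and -1.45 in endothelial cells, which fits free RNA from hepatocytes. Hepatocyte genes led the T(3) match, and free RNA as their source was not tested. Its median of 2419.5 UMIs lay below that of HC T and NK cells, 2585.5, and of HC hepatocytes, 3141. Doublets should be deeper, so the depth argues against doublets as most of its cells. Its median Scrublet score of 0.0384 was the highest among the T and NK sub-clusters, but below the 0.149 of the B(4) match. Single doublets in it stay open.

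HC and SJ cells of 1 class fell into different sub-clusters. Across 3216 genes, with the listed genes of free RNA left out, the log2 ratios of MP and DC cells and of T and NK cells had a Pearson correlation of 0.784 and a Spearman correlation of 0.739. The list did not hold Itih4, Orm1 and Fgl1, which hepatocytes make and which fell in both classes. Shared free RNA can thus raise the correlation. The correlation fits an effect on all cells of a library. Such an effect can come from the infection or from the preparation, and 1 library per group cannot separate them.

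Sex-linked genes were checked against the label of male mice. Ddx3y had 95.4 CPM in HC and 148 CPM in SJ, Eif2s3y 56.3 and 76.6, Kdm5d 13.2 and 22.9 and Uty 16.0 and 24.5. Xist was in neither gene list. This argues against a female mouse in either library.

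Cluster 16, with 76 SJ cells, had a median of 10.8% of the lymphocyte level over 8 T-cell and B-cell genes. The 2 largest SJ clusters of MP and DC cells had 10.4%. Doublets with lymphocytes cannot be told apart from the level of other clusters here, since the median lay between the 15% set in advance for doublets and the 5% set for none.

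The End(1) match had Kupffer cell genes at a median of 65.5% of their level in HC Kupffer cells, against 3.64% in other endothelial cells, and endothelial genes at 35.2%. Its median of 3861 UMIs lay above that of other endothelial cells, 2961, and of Kupffer cells, 3259. This fits doublets of Kupffer cells and endothelial cells, although the depth lay well below the sum of both parents. Without the End(1) match, the log2 ratio of Fas in endothelial cells was -0.39 (-0.87 to 0.06). An effect of its share on Fas cannot be told apart from none, because the ratio with it, -0.16 (-0.62 to 0.28), was within counting error of 0.

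In the cluster that scored highest for stellate cells, the mesothelial genes Msln, Upk3b and Efemp1 had a median of 1904 CPM and the stellate genes Lrat, Reln and Colec11 of 20.9 CPM. This fits mesothelial cells and fibroblasts more than stellate cells.

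In cluster 9, 10.9% of the cells had at least 2 UMIs of granulocyte progenitor genes after thinning and 12.6% had 2 of genes of type 1 conventional dendritic cells, with 0 of 412 cells having both, where chance gives 5.68 cells (2 to 10). The other MP and DC clusters had 0.188% with progenitor genes. This fits a mixture of other cells in cluster 9. In cluster 4, with 751 cells, 6.39% had 2 UMIs of plasmacytoid dendritic genes, 8.39% of type 1 conventional dendritic genes and 1.33% of progenitor genes, against 0.295%, 1.04% and 0.188% in the other clusters. Plasmacytoid and type 1 genes lay together in 3 cells, and chance gives 4.03 (1 to 8). A mixture of other cells cannot be told apart from both kinds of genes in the same cells in cluster 4, because too few cells had either kind.

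For the M2 genes, leaving out the MP(6) match gave log2 ratios of 0.85 for Arg1, 0.53 for Retnla and 2.47 for Chil3 between SJ and HC, all above 0 beyond counting error (0.69 to 1.01, 0.38 to 0.68 and 2.32 to 2.63). The share of that sub-cluster was 2.74% (2.19 to 3.38) of the HC and 3.01% (2.28 to 3.89) of the SJ cells of this class. This argues against a change in its share as the whole cause, although the median of 0.85 lay between the 2 levels first written down. A part in the rise of Retnla, 2.10 with the sub-cluster, stays open. In the SJ cells of the MP(1) match, the lowest ratio to T and NK, B and plasma or endothelial cells was 0.86 (0.61 to 1.26), for Arg1 against endothelial cells. The ratio of Retnla to endothelial cells was 1.47 (0.94 to 2.43). Free RNA alone cannot be told apart from own expression for the 3 genes together, because Arg1 and Retnla were above T and NK and B and plasma cells but not above endothelial cells beyond counting error. Chil3 was above all 3 classes, with 1.80 (1.53 to 2.13) against T and NK cells as the lowest ratio, but not above cholangiocytes beyond counting error, at 1.35 (0.91 to 2.09), and hepatocytes had 318 CPM. Hepatocytes had 2346 CPM of Arg1 and neutrophils 4959 CPM of Chil3, and both are candidate sources.

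Lists that were set beforehand had these medians of the log2 ratio of SJ to HC. In T and NK cells, 5 type 2 genes had at least 4.13, since the middle gene, Il13, had 0 HC UMIs. In the same cells, 4 regulatory T-cell genes had -0.04 (Foxp3 -1.33) and 5 checkpoint genes 0.43 (Pdcd1 -1.16). There, 11 natural killer and NKT genes had -0.07 (Zbtb16 -0.77) and 8 stress genes -0.22. In the collagen cluster, 12 stellate genes had -0.20 (Timp1 -0.78).

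By the rule for named genes, Areg, Mir6236, Penk, Il1rl1 and Csf1 rose most in T and NK cells, with Mir6236 at 5.64, Penk at 4.44 and Csf1 at 3.28, and Itih4, Selenbp2, Orm1, Ifitm1 and Fgl1 fell most, from -4.05 to -3.32. In MP and DC cells Mir6236 (5.18), Cxcl9, Ly6i (3.75), Camp (3.64) and Ngp (2.96) rose most and Fgl1, Itih4, Orm1, Ugt2b5 and Ccnb2 fell most, from -2.85 to -2.38. In B and plasma cells Mir6236 (5.94), Camp (3.67), B3gnt5 (3.53), Gm4759 (3.06) and Rpl35a-ps6 (2.88) rose most and Selenbp2, Orm1, Cdc20, Itih4 and Cdca3 fell most, from -3.30 to -2.86. In endothelial cells Ednrb (3.13), Cyp1b1 (2.48), Ctgf (2.34), Ackr3 (2.16) and Tgtp2 (2.05) rose most. Itih4 (-5.20), Prc1 (-4.66), Igfbp5 and Ces3a (-3.68) fell most, on 1 to 3 SJ UMIs. Ccnb2 had 0 SJ UMIs and a log2 ratio of at most -3.47 by the floor of 3 UMIs (exact upper limit -3.15). Itih4, Orm1, Fgl1 and Selenbp2 are made by hepatocytes and can come from free RNA, for which the test in T and NK cells gave -2.55.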
